# Gas41 links histone acetylation to H2A.Z deposition and maintenance of embryonic stem cell identity

**DOI:** 10.1038/s41421-018-0027-0

**Published:** 2018-06-12

**Authors:** Chih-Chao Hsu, Dan Zhao, Jiejun Shi, Danni Peng, Haipeng Guan, Yuanyuan Li, Yaling Huang, Hong Wen, Wei Li, Haitao Li, Xiaobing Shi

## Abstract

The histone variant H2A.Z is essential for maintaining embryonic stem cell (ESC) identity in part by keeping developmental genes in a poised bivalent state. However, how H2A.Z is deposited into the bivalent domains remains unknown. In mammals, two chromatin remodeling complexes, Tip60/p400 and SRCAP, exchange the canonical histone H2A for H2A.Z in the chromatin. Here we show that Glioma Amplified Sequence 41 (Gas41), a shared subunit of the two H2A.Z-depositing complexes, functions as a reader of histone lysine acetylation and recruits Tip60/p400 and SRCAP to deposit H2A.Z into specific chromatin regions including bivalent domains. The YEATS domain of Gas41 bound to acetylated histone H3K27 and H3K14 both in vitro and in cells. The crystal structure of the Gas41 YEATS domain in complex with the H3K27ac peptide revealed that, similar to the AF9 and ENL YEATS domains, Gas41 YEATS forms a serine-lined aromatic cage for acetyllysine recognition. Consistently, mutations in the aromatic residues of the Gas41 YEATS domain abrogated the interaction. In mouse ESCs, knockdown of Gas41 led to flattened morphology of ESC colonies, as the result of derepression of differentiation genes. Importantly, the abnormal morphology was rescued by expressing wild-type Gas41, but not the YEATS domain mutated counterpart that does not recognize histone acetylation. Mechanically, we found that Gas41 depletion led to reduction of H2A.Z levels and a concomitant reduction of H3K27me3 levels on bivalent domains. Together, our study reveals an essential role of the Gas41 YEATS domain in linking histone acetylation to H2A.Z deposition and maintenance of ESC identity.

## Introduction

Embryonic stem cells (ESCs) are characterized by two features: self-renewal, the ability to propagate themselves indefinitely; and pluripotency, the ability to differentiate into all cell types of the body^1^. The self-renewal feature is maintained by the transcriptional circuitry of core pluripotent factors, such as Oct4, Sox2 and Nanog. However, during differentiation, the expression of these core pluripotent factors is abrogated and replaced by lineage-specific transcription factors^2^. A growing body of evidence suggests that in addition to transcription factors, epigenetic mechanisms, such as posttranslational modifications (PTMs) of histones and histone variants, also play a critical role in these processes^2–4^. For instance, in ESCs, promoters of many developmental genes are characterized by the coexistence of two functionally opposite epigenetic marks, the active H3 lysine 4 trimethylation (H3K4me3) mark and the repressive H3 K27 trimethylation (H3K27me3) mark, thus creating a “bivalent domain”^5,6^. Such domains allow both the suppression of developmental genes during the undifferentiated stage, and the rapid induction of lineage specification genes in response to differentiation cues^7^.

Histone variants are also important players in ESC self-renewal and differentiation, such as H2A.Z, an evolutionarily conserved histone H2A variant. In vertebrates, there are two H2A.Z isoforms, H2AZ.1 and H2AZ.2, which differ from each other by only three amino acids^8,9^. H2A.Z.1 is essential for early mammalian development; knockout of H2A.Z.1 causes embryonic lethality around the time of implantation^10^. Consistent with an important developmental role, H2A.Z is required for the maintenance of mouse ESC (mESC) identity^11–13^, in part through its role in regulating gene expression at bivalent domains. The bivalent promoter-associated H2A.Z is required for efficient recruitment of the Polycomb repressive complex 2 (PRC2), which deposits the repressive H3K27me3 mark. As a result, knockdown (KD) of H2A.Z leads to derepression of bivalent genes^11,14^.

In contrast to canonical histone H2A, which is distributed across the genome and lacks a specific localization pattern, H2A.Z is enriched in regulatory regions such as promoters and enhancers^11,15,16^. Deposition of H2A.Z into chromatin is catalyzed by two variant specific complexes: the SRCAP (Snf2-related CBP activator protein) and Tip60/p400 complexes^17–19^. The two complexes share a number of subunits, including Gas41 (Glioma-amplified sequence 41), a YEATS domain-containing protein. Recently, we identified the YEATS domains of human AF9 and ENL proteins as novel readers of histone acetylation^20,21^. However, the role of the Gas41 YEATS domain remains unknown. Here we show that the Gas41 YEATS domain is a histone acetylation reader. Distinct from the YEATS domains of AF9 and ENL, which specifically recognize acetylation of lysine in the “RK” motif, the Gas41 YEATS domain is able to bind to acetylation on both H3K27 and H3K14. Importantly, the acetylation reader function of the YEATS domain is important for Gas41 function in mESCs. Disruption of the acetylation recognition activity of the Gas41 YEATS domain leads to a reduction in chromatin associated H2A.Z and a concomitant reduction of H3K27me3 in the bivalent domains, and consequently, derepression of developmental genes. Collectively, our results uncover a critical role for the Gas41 YEATS domain in the maintenance of ESC identity by linking histone acetylation to H2A.Z deposition.

## Results

### Gas41 is required for maintenance of mESC identity

Core pluripotent transcriptional factors, such as Oct4, Sox2 and Nanog, are essential for mESC self-renewal but are turned off during differentiation to allow lineage-specific developmental gene expression^22–26^. During the course of embryoid body (EB) differentiation assays using J1 mouse ESCs, we observed a rapid deactivation of Oct4, Sox2 and Nanog (Fig. 1a, b) and a decrease in both Gas41 protein and mRNA levels, although less dramatic than that of the core pluripotent factors. Forced mESC differentiation by short hairpin RNA (shRNA)-mediated depletion of Oct4 also led to downregulation of Gas41 along with Sox2 and Nanog (Supplementary Figure S1a, b). Similar to the core pluripotent transcriptional factors, Gas41 was expressed at a much lower level in mouse embryonic fibroblasts (MEFs) than in mESCs (Supplementary Figure S1c, d). Furthermore, analyses of several Gene Expression Omnibus (GEO) datasets also revealed that Gas41 gene expression was downregulated during EB formation or lineage-specific differentiation (Supplementary Figure S1e–h); whereas markedly upregulated when somatic cells were reprogrammed to the induced pluripotent stem cells (iPSCs) (Fig. 1c and Supplementary Figure S1i-k). Gas41 is a stoichiometric component of the Tip60/p400 and SRCAP complexes^17–19^. We thus also determined the expression of genes encoding these two complexes during differentiation, and we found that almost all the genes were downregulated during retinoid acid (RA)-induced differentiation of J1 mESCs (Fig. 1d, e).

**Fig. 1:**
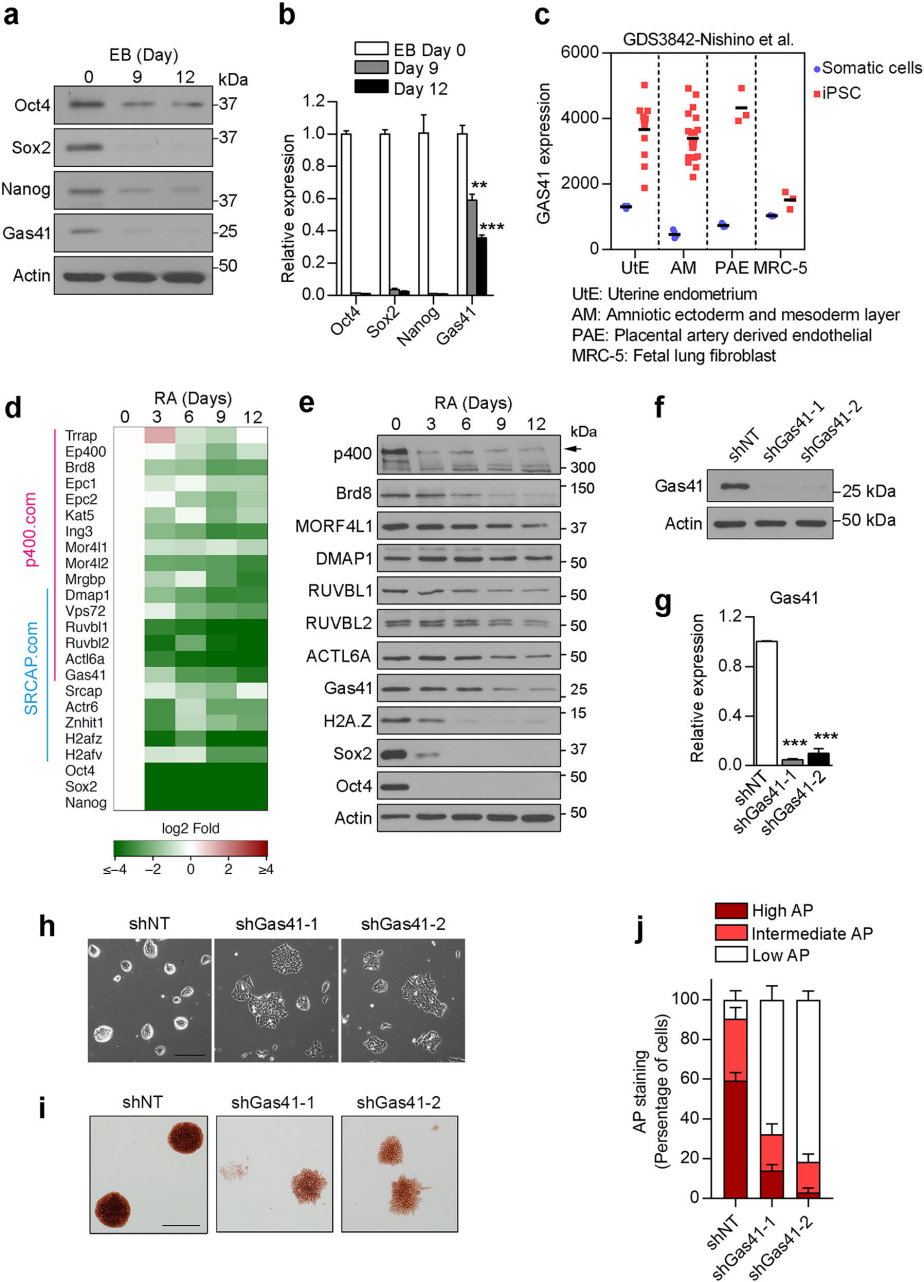
Gas41 is highly expressed in undifferentiated mESCs. **a** Western blot analysis of Gas41 and the pluripotent factors Oct4, Sox2 and Nanog at the specified times during embryoid body (EB) formation. β-Actin serves as a loading control. **b** RT–PCR analysis of *Gas41, Oct4, Sox2* and *Nanog* expression levels during EB formation. Data was normalized to *Actb* with EB day 0 set as 1. Error bars represent the SEM from n = 3 biologically independent experiments. **P < 0.05; ***P < 0.001. Two-tailed unpaired Student’s *t*-test. **c** Dotplot depicting Gas41 mRNA levels in induced pluripotent stem cells (iPSC) and their parental somatic cells. Data were extracted from the Gene Expression Omnibus database GDS3842^49^. **d** Heatmap showing change in gene expression (determined by qRT–PCR performed in technical duplicate) of Tip60/p400 and SRCAP complexes components on indicate day of RA treatment. Shown are log2FC gene expression at indicated day of treatment compared to day 0 (undifferentiated mESC). **e** Western blot analysis protein expression of indicated Tip60/p400 and SRCAP complexes components in RA treated mESCs. Arrow head, p400. β-Actin serves as a loading control. **f** Western blot analysis of Gas41 in control (shNT) and Gas41 KD (shGas41) mouse J1 ESCs. **g** RT–PCR analysis of *Gas41* gene expression in control and Gas41 KD mESCs. Error bars represent the SEM from n = 3 biologically independent experiments. ***P < 0.001 (compared with shNT, Two-tailed Student’s *t*-test). **h** Phase contrast images of control and Gas41 KD mESCs. Bar, 200 μm. **i** Alkaline phosphate (AP) staining of control and Gas41 KD J1 cells. Bar, 200 µm. **j** Stacked bar plot showing quantification of AP staining from **i**. Error bars represent the SEM from 6 (shGas41-1) or 7 (shNT and shGas41-2) randomly selected fields. Statistical analyses are available in Supplementary Table S7

These data indicate that Gas41 is required for maintenance of ESC pluripotency. To test this hypothesis, we knocked down Gas41 by two independent shRNAs (Fig. 1f, g) and assessed ESC differentiation status. We found that Gas41 KD cells exhibited a flattened morphology (Fig. 1h) and reduced alkaline phosphatase (AP) activity (Fig. 1i, j). We observed similar phenotypes by CRISPR-Cas9-mediated knockout (KO) of Gas41 in J1 mESCs (Supplementary Figure S1l-n), Together, these data suggest that Gas41 is highly expressed in undifferentiated mESCs and is required for maintenance of mESC identity.

### Gas41 suppresses developmental genes in mESCs

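RNA-seq libraries were made from J1 mESCs, a mouse ESC line, infected with lentivirus that expressed shGas41-1 (3 libraries), shGas41-2 (2 libraries) or a non-targeting control shRNA (shNT, 3 libraries), and harvested 8 days after infection. The authors made the libraries with a TruSeq kit, mapped the reads to the mm9 genome and the mouse transcriptome with TopHat2, counted the reads on each gene with the htseq-count script, and compared each KD with shNT in edgeR. For each KD they deposited the read count of every gene in every library, without normalization, beside the log2 fold change, p-value and FDR of their own comparison. The 3 shNT libraries had identical counts in both tables, so the KDs were compared with the same controls. The counts summed to 59224537, 69339474 and 72413846 in shNT 1 to 3, to 75151552, 78297813 and 64720673 in shGas41-1 1 to 3, and to 81524773 and 80130290 in shGas41-2 1 and 2. At these depths, 3 counts, taken here as the smallest measurable amount, correspond to between 0.0368 and 0.0507 CPM (counts scaled to a common library total). Reads are not independent molecules, so such floors cover counting error only. The 10 genes with the most counts held between 5.96% and 6.89% of each library.

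The counts were analysed here with edgeR. The paper's text names no filter, normalization or edgeR test. Genes with too few counts were left out by filterByExpr, which left 18274 of the 25807 genes listed with shGas41-1 and 18405 of the 25216 listed with shGas41-2. The libraries were scaled by the TMM method, whose factors lay between 0.919 and 1.04, and each KD was tested against shNT with the quasi-likelihood test and Benjamini-Hochberg adjustment. The deposited log2 fold changes lay a median of 0.000395 from fold changes computed here with every library given the same size with shGas41-1, and a median of 0.124 from those scaled to library size. With shGas41-2 these distances were 0.000393 and 0.271. Replicates of one condition differed by more than sampling noise, with a chi-square per degree of freedom between 29.4 and 239. Each library was counted as a separate replicate, as labelled, although this spread cannot tell independent cultures from repeated preparations of one. Libraries of shGas41-1 and shNT with the same replicate number did not deviate together from the means of their groups (mean correlation across genes −0.08). Those of shGas41-2 and shNT did so weakly (0.29). The replicate number was not used in the main fits, and fits with it as a block are given beside them. For shGas41-2 these correlations do not settle that choice. The genes called upregulated with shGas41-2 depended on it, with 728 without the block and 1122 with it. No shGas41-2 library carries the replicate number 3, so with the block shNT 3 adds nothing to that fold change.

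*Gas41*, which the tables list as *Yeats4* (ENSMUSG00000020171), lies on the minus strand of chromosome 10 of mm9 from 116652198 to 116661563. The sequence GTAGCATTCCACGACGTTAAG targeted by shGas41-1 lies from 116652513 to 116652533, in the 3′ UTR in exon 7 of 7, and ATCGTTAAGCCAATCGTTTAT targeted by shGas41-2 lies from 116659320 to 116659340, in the coding sequence in exon 2. Neither sequence occurred in the transcripts of another gene. *Yeats4* was measured at 61.8, 53.3 and 50.2 CPM in shNT 1 to 3, at 3.47, 4.44 and 5.21 CPM in shGas41-1 1 to 3, and at 8.88 and 8.03 CPM in shGas41-2 1 and 2. This left 7.94% of the control level with shGas41-1 (log2 fold change −3.66, standard error 0.19, FDR = 3.7e-04 from edgeR's quasi-likelihood test) and 15.3% with shGas41-2 (log2 fold change −2.71, standard error 0.13, FDR = 9.3e-04). With the replicate block the log2 fold changes were −3.67 and −2.76. Both reductions exceeded the spread between replicates, and every KD library lay below every shNT library.

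**Figure D1:**
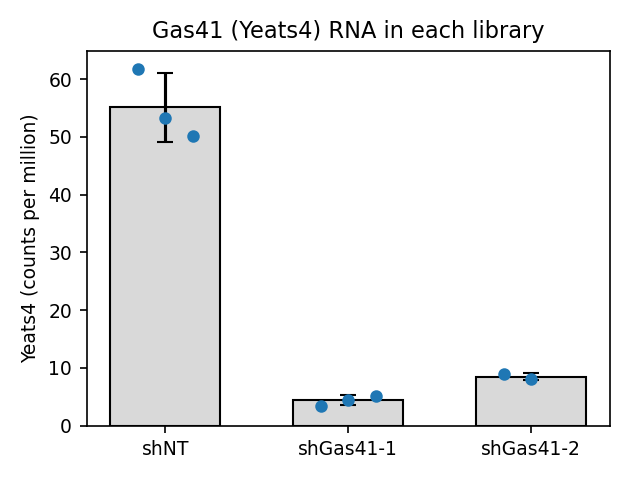
*Gas41* (*Yeats4*) RNA in CPM (vertical axis, from 0) in the shNT, shGas41-1 and shGas41-2 libraries. Points are libraries, bars are means and error bars are SDs. The mean was 55.1 ± 6.03 CPM in shNT, 4.38 ± 0.872 CPM with shGas41-1 and 8.46 ± 0.606 CPM with shGas41-2.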

To gain insights into global gene expression regulated by Gas41, we performed RNA sequencing (RNA-seq) experiments in Gas41 KD (shGas41-1 and shGas41-2) mESCs compared to mock KD (shNT) mESCs. 

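With shGas41-1, 1444 genes were upregulated and 438 were downregulated, at a log2 fold change of 1 or more in size and an FDR of 0.05 or less. With shGas41-2, 728 genes were upregulated and 160 downregulated. Of the 18049 genes tested in both KDs, 641 were upregulated and 110 downregulated with both shRNAs. With the replicate number as a block, the fit called 1019 genes up and 302 down with shGas41-1, 1122 up and 212 down with shGas41-2, and 709 up and 92 down with both. The numbers moved most when the 2-fold change was itself tested (glmTreat), which left 7 genes upregulated and 1 downregulated with both shRNAs.

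Among the genes called with both shRNAs, apart from those with Gm or Rik names, *Pgm5*, *Drd3* and *Wdr27* had the highest fitted log2 fold changes. No shNT library held more than 1 count of any of them, so their folds are given as lower bounds, which do not rank them above genes with more counts in shNT. Measured against 3 counts, *Pgm5* was at least 6.62-fold higher with shGas41-1 and at least 6.36-fold higher with shGas41-2 (FDR = 0.00338 and 0.00764, edgeR's quasi-likelihood test), *Drd3* at least 8.69-fold and 5.44-fold (FDR = 0.00311 and 0.0102), and *Wdr27* at least 4.59-fold and 4.15-fold (FDR = 0.00399 and 0.0167). The largest falls after *Yeats4* were those of *Calb2* and *Zmynd15*. *Calb2* fell from 25.7 ± 6.89 CPM (SD, n = 3) to 3.78 ± 0.708 CPM (SD, n = 3) with shGas41-1, a log2 fold change of −2.76 (standard error 0.25, FDR = 0.00184 from edgeR's quasi-likelihood test), and its log2 fold change with shGas41-2 was −2.03 (standard error 0.25, FDR = 0.00386). *Zmynd15*, of whose exon sequence 11.5% in stretches of 50 bases also occurs in another annotated gene, had log2 fold changes of −2.10 (standard error 0.30, FDR = 0.0034) and −1.89 (standard error 0.24, FDR = 0.00453).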

We identified total 1082 genes upregulated and 92 genes downregulated (fold change ≥2, FDR ≤ 0.05) in both KD cells (Fig. 2a, Supplementary Figure S2a and Supplementary Table S1). The greater number of upregulated genes vs. downregulated genes suggests that Gas41 preferentially functions as a transcriptional co-repressor in mESCs. 

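Upregulated genes made up 76.7% of the genes called with shGas41-1, 82% of those called with shGas41-2 and 85.4% of those called with both. The same direction held under each alternative fit, from 68.3% of the genes called with both shRNAs at a fold change of 1.5 to 98.8% at a fold change of 4. Genes with few counts can be seen to rise more readily than to fall. Among the genes called with both shRNAs above the median of mean expression, 191 were upregulated and 25 downregulated. After each log2 fold change was centred on the median of genes above the median of mean expression, 663 genes were upregulated and 94 downregulated with both shRNAs. The medians taken off were only −0.06 and −0.05 and the FDR values were kept, so this step could change the numbers little.

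The log2 fold changes with the 2 shRNAs were correlated across the genes tested in both KDs (Pearson r = 0.89), although genes are not independent replicates and both fold changes share the shNT libraries. Of the 1755 genes past the thresholds with shGas41-1 and tested in both, 1745 changed in the same direction with shGas41-2. In a direct test of shGas41-1 against shGas41-2 over all 8 libraries, 0 of 19146 genes differed by 2-fold or more at an FDR of 0.05 or less, with or without the replicate block (edgeR's quasi-likelihood test), and 1348 genes had an unadjusted p below 0.05. DESeq2's Wald test called 71 genes in the same comparison. From the greater number of upregulated genes, the paper proposes that Gas41 preferentially functions as a transcriptional co-repressor in mESCs.

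**Figure D2:**
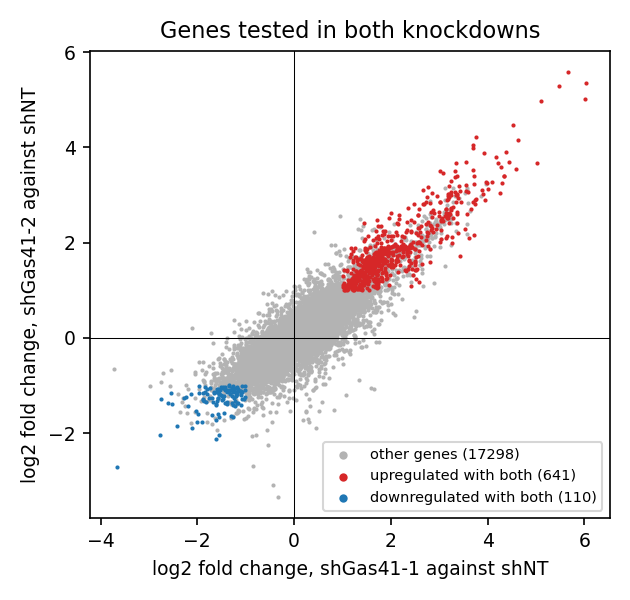
Log2 fold change with shGas41-1 (horizontal axis) and with shGas41-2 (vertical axis), each against shNT, of the 18049 genes tested in both KDs. Each point is a gene, red for the 641 upregulated and blue for the 110 downregulated with both shRNAs.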

Gene ontology analysis with PANTHER^27,28^ revealed that the 1082 upregulated genes were enriched in developmental processes (Fig. 2b and Supplementary Table S1), whereas, the 92 downregulated genes were not enriched in any biological process. 

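Embryoid bodies (EBs) are aggregates in which mESCs differentiate after removal of the leukemia inhibitory factor (LIF) that keeps them undifferentiated. RNA-seq of control cells carrying the non-targeting shRNA was deposited for 2 libraries of EBs at day 6 and 2 of undifferentiated mESCs kept with LIF (day 0), which carry the replicate numbers 2 and 3. The authors processed these reads as they did those of the KDs and deposited the counts of each gene in each library, without normalization, with their own edgeR comparison. The counts summed to 71385720 and 63726570 in day 0 replicates 2 and 3, and to 67585318 and 68762038 in day 6 replicates 2 and 3. None of the 4 libraries was among the shNT libraries of the KD comparison. EB day 6 was compared with day 0 by the same filter, normalization and test as the KDs, over 18287 of the 24849 genes listed. With 2 libraries in each group, no replicate could be left out of the test. Libraries with the same replicate number did not deviate together from the means of their groups (mean correlation across genes 0.055).

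For GSEA, all genes of a KD table were ranked by log2 fold change, including those below the count filter, and a normalized enrichment score (NES) was computed with fgsea against 10000 random gene sets of the same size. The paper's text names no ranking metric and no type of permutation. Permuting genes treats them as independent, so the p-values describe the ranking and not the replicate error. The set of ESC signature genes was not analysed here.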

We also performed Gene Set Enrichment Analysis (GSEA) of gene expression profiles in Gas41 KD ESCs to evaluate their enrichment in differentiation vs ESC signature genes. Using an “EB differentiation gene signature” defined by 499 genes highly upregulated (Log_2_FC ≥ 5) in day 6 EBs compared to the undifferentiated mESCs (Supplementary Figure S2b and Supplementary Table S2), we found a strong enrichment of EB differentiation genes in Gas41 KD cells vs. control cells (Fig. 2c), whereas ESC signature genes showed a negative enrichment (Fig. 2d).

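Between EB day 0 and day 6, 3030 genes were upregulated and 2696 downregulated, and 359 genes rose by a log2 fold change of 5 or more at an FDR of 0.05 or less (edgeR's quasi-likelihood test), 353 with the replicate number as a block. This number moved most when the log2 fold change of 5 was itself tested (glmTreat), which left 58 genes. Of the 359 genes, 349 are in Supplementary Table S2, and 349 genes of that table passed the count filter. Among lineage markers, *Fgf5* rose from 0.073 ± 0.0264 CPM at day 0 to 206 ± 17.1 CPM at day 6 (SD, n = 2 in each group), a log2 fold change of 11.45 (standard error 0.18, FDR = 1.2e-06 from edgeR's quasi-likelihood test). *T* rose from 0.332 ± 0.0277 to 464.8 ± 70.7 CPM, a log2 fold change of 10.45 (standard error 0.19, FDR = 1.4e-06).

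Of the genes of Supplementary Table S2, 449 are listed with shGas41-1 and 430 with shGas41-2. They had an NES of 1.91 with shGas41-1 and of 1.73 with shGas41-2 (p = 1e-04 for each, the smallest that the permutations can give). With the replicate block the NES was 1.90 and 1.60. The median log2 fold change of the set was 1.46 with shGas41-1 and 0.89 with shGas41-2. Random gene lists matched on mean expression had a median of 0.55 with shGas41-1 (95% of 10000 lists between 0.42 and 0.71) and of 0.34 with shGas41-2 (between 0.27 and 0.46). Most genes of the set have few counts in mESCs. Only 125 of them passed the count filter with shGas41-1, of which 57 were upregulated and 2 downregulated, and 113 passed it with shGas41-2, of which 11 were upregulated. The NES moved most when only genes that passed the count filter were ranked, an alternative chosen after the data were seen, to 2.38 and 2.12. Left-out replicates gave NES between 1.75 and 2.00 with shGas41-1 and between 1.60 and 1.7 with shGas41-2.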

**Fig. 2:**
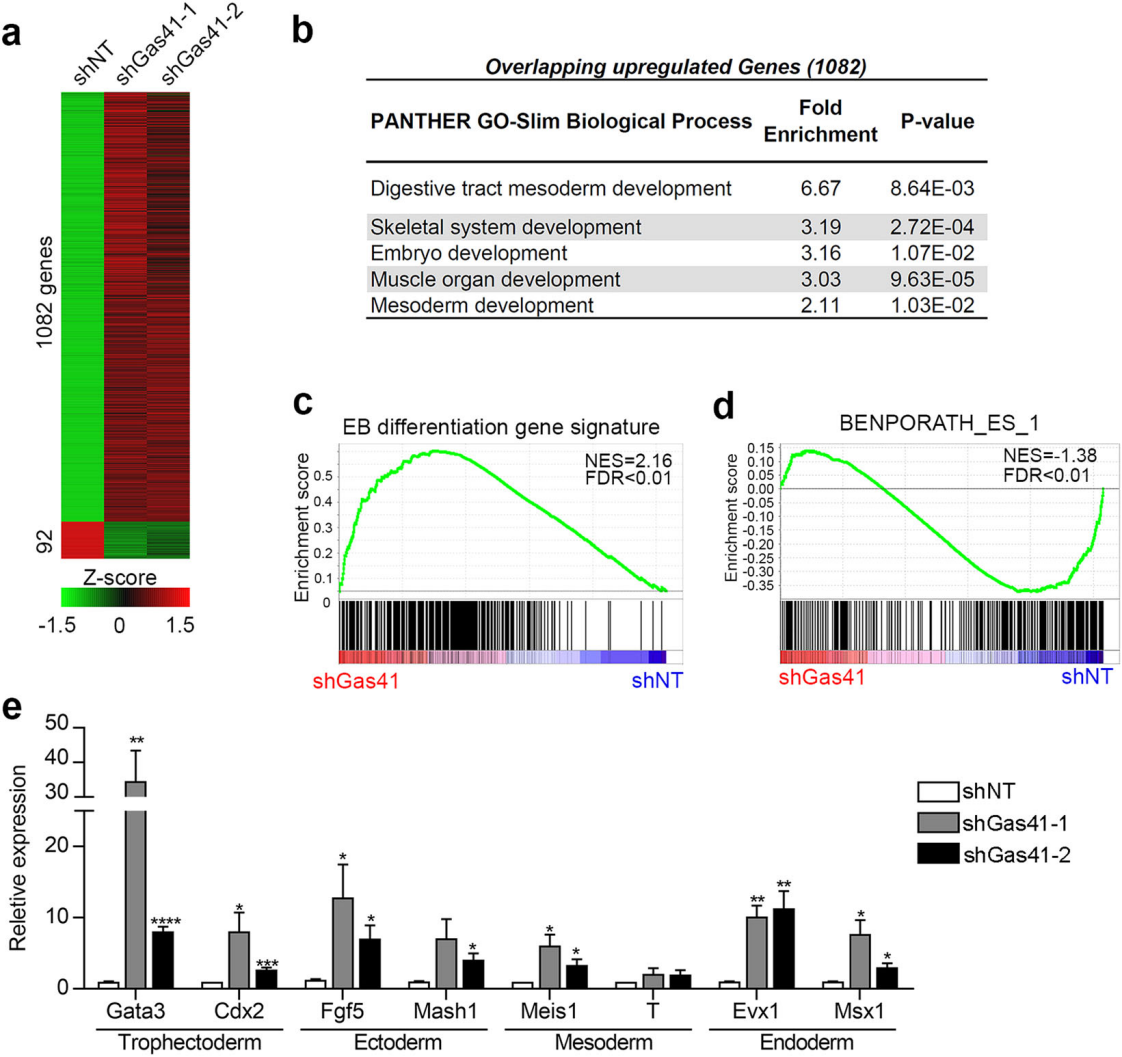
Gas41 knockdown induces differentiation gene expression in mESCs. **a** Heatmap representation of differentially expressed genes [absolute log2FC (fold change) ≥ 1 and FDR ≤ 0.05] in control (shNT) and Gas41 KD (shGas41-1 and shGas41-2) mESCs. **b** GO analysis of overlapping upregulated genes in shGas41-1 and shGas41-2 treated mESCs. The top five enriched process are listed. The full lists of are provided in Supplementary Table S2. **c** Gene Set Enrichment Analysis (GSEA) plot of EB differentiation gene signature (for definition, see Supplementary Figure S2a) in shGas41 treated mESCs. FDR, false discovery rate; NES, normalized enrichment score. **d** GSEA plot of ESC gene signature (Data set: BENPORATH_ES_1, which includes 379 genes overexpressed in human embryonic stem cells) in shGas41 treated mESCs. **e** RT–PCR analysis of expression of selected lineage marker genes in control (shNT) and Gas41 KD mESCs. Error bars represent the SEM from *n* = 4 biologically independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (compared with shNT, Two-tailed Student’s *t*-test). Statistics source data are shown in Supplementary Table S7

To further substantiate our RNA-seq results, we performed reverse transcription coupled quantitative real-time PCR (qRT–PCR) in Gas41 shRNA KD and CRISPR-Cas9 KO cells using a selection of genes expected to be upregulated in various cell lineages. We found that depletion of Gas41 led to upregulation of genes of all lineages, including trophectoderm (*Gata3* and *Cdx2*), ectoderm (*Fgf5* and *Mash1*), mesoderm (*Meis1*) and endoderm (*Evx1* and *Msx1*; Fig. 2e and Supplementary Figure S2c), indicating that Gas41 suppresses the expression of differentiation genes in mESCs. However, the expression of the core pluripotent factors, Oct4, Sox2 and Nanog, were largely unaffected by Gas41 KD. (Supplementary Figure S2d, e).

Due to the concomitant expression of both developmental genes and core pluripotent factors, we speculate that the Gas41-depleted mESCs are likely in an intermediate state between undifferentiated and fully differentiated states, as previously observed in mESCs depleted of the Tip60/p400 complex^29^. Taken together, these results suggest that Gas41 is required for maintenance of ESC identity through transcriptional suppression of developmental genes.

### Gas41 maintains the chromatin occupancy of H2A.Z globally

Gas41 is a shared component of the Tip60/p400 and SRCAP complexes, both of which catalyze the exchange of H2A for H2A.Z on chromatin^17–19^. H2A.Z has been shown to be essential for stem cell identity maintenance^11–13^. Therefore, we asked whether Gas41 maintains stem cell identity through H2A.Z deposition. To profile genomic distribution of Gas41 and its correlation with H2A.Z occupancy, we performed chromatin immunoprecipitation (ChIP) followed by high-throughput sequencing (ChIP-seq). Extensive attempts to ChIP for endogenous Gas41 using commercial antibodies failed. Therefore, we generated mESCs stably expressing 3Flag-tagged human GAS41 (which is identical to the mouse Gas41 protein except for one amino acid at the C-terminus, Supplementary Figure S3a) and performed ChIP experiments using the M2 Flag antibody. We identified 27,906 Flag-GAS41 occupied peaks and 94,529 H2A.Z peaks (Supplementary Table S3). Strikingly, more than 80% of the Flag-GAS41 peaks overlapped with H2A.Z occupancy (Fig. 3a, b).

**Fig. 3:**
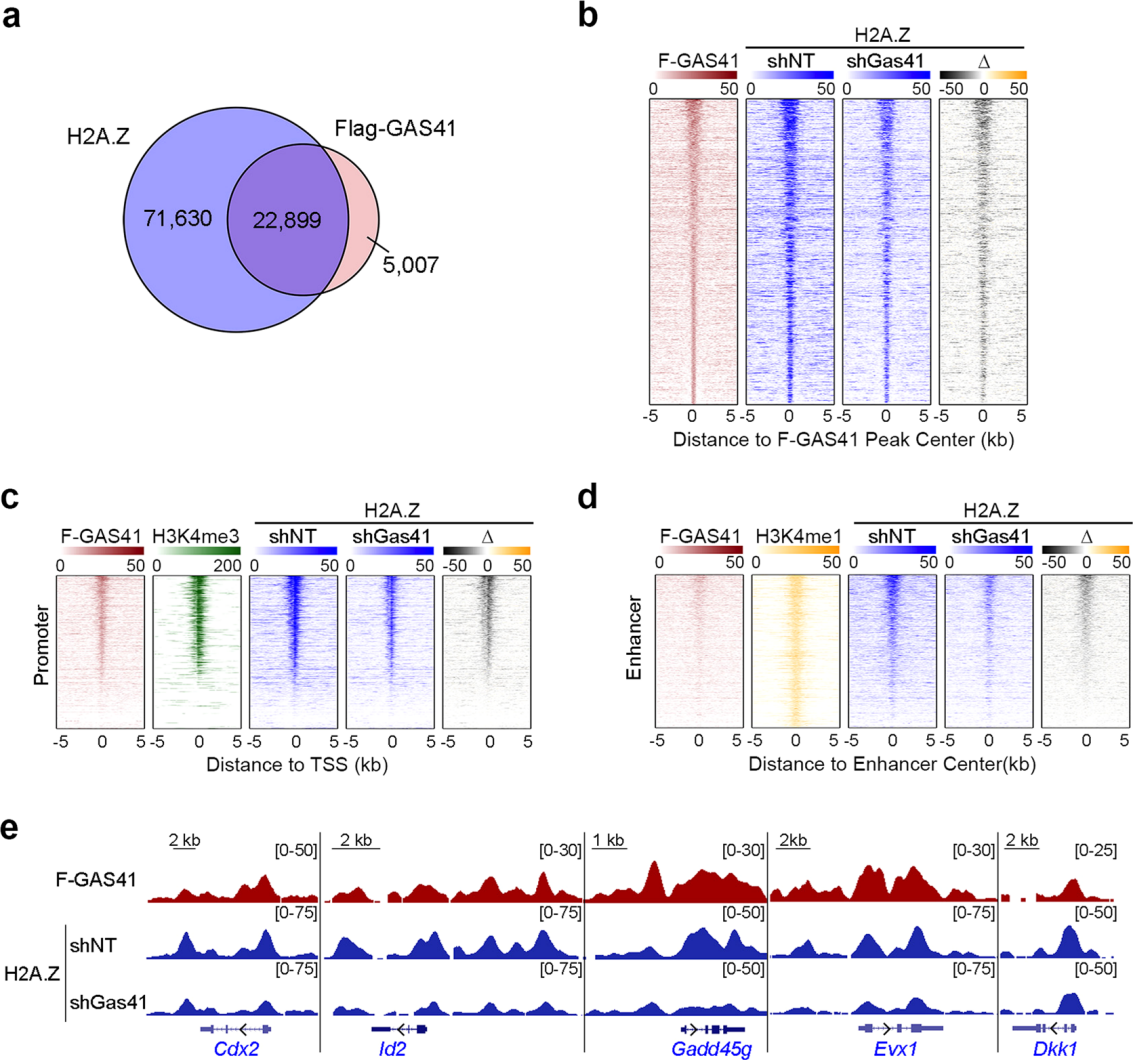
Gas41 knockdown reduces H2A.Z occupancy globally. **a** Venn diagram showing the overlap of Flag-GAS41 and H2A.Z occupied peaks. **b** Heatmap profiles of Flag-GAS41 and H2A.Z in control (shNT), Gas41 KD (shGas41) mESCs, and difference (Δ, shGas41-shNT). Gray indicates a reduction in Gas41 KD cells compared to the control cells. **c** Heatmaps profiles of Flag-GAS41 and H2A.Z occupancies at transcription start sites (TSSs) in cells as in **b**. The H3K4me3 profile in control cells are shown to define active promoters. **d** Heatmaps profiles of Flag-GAS41 and H2A.Z occupancies at enhancers in cells as in **b**. H3K4me1 ChIP-seq reads from GSM845238 is shown to define enhancers. **e** Genome browser views of the Flag-GAS41 (dark red) and H2A.Z (blue) ChIP-seq peaks on the indicated genes in cells as in **c**

H2A.Z occupies both gene promoters and enhancers^11,15,16^. Similarly, we found that Flag-GAS41 was also localized on both promoters and enhancers, with a slightly higher occupancy on active promoters than enhancers (Fig. 3c, d). Importantly, Gas41 KD diminished global H2A.Z occupancy, with a greater reduction on gene promoters than enhancers (Fig. 3b–d). Furthermore, ChIP-qPCR analysis corroborated the reduction of H2A.Z occupancy on selected gene promoters (Fig. 3e and Supplementary Figure S3b).

The reduction of H2A.Z in Gas41 KD cells occurred at the protein level (Supplementary Figure S3c), as the mRNA levels of *H2afv* and *H2afz*, the two H2A.Z encoding genes, remained largely unchanged upon Gas41 KD (Supplementary Figure S3d). To determine whether reduction of H2A.Z chromatin occupancy is a cause or consequence of diminished total H2A.Z protein levels, we restored the total H2A.Z protein levels by ectopically overexpressing H2A.Z in Gas41 KD cells (Supplementary Figure S3e). However, restoration of total H2A.Z protein levels in cells did not render normal occupancy of H2A.Z at target gene promoters (Supplementary Figure S3f); and consequently, ectopic expression of H2A.Z failed to rescue the dysregulated gene expression or differentiation phenotypes of Gas41 KD cells (Supplementary Figure S3g-i). Taken together, these results suggest that Gas41 is required for maintenance of global H2A.Z occupancy on chromatin.

### Structural basis for H3K27ac recognition by the Gas41 YEATS domain

Gas41 is a small protein of about 25 kDa with only one conserved protein module, the YEATS domain. We have just recently reported that, similar to the YEATS domains of AF9 and ENL that function as readers of histone acetylation^20,21^, Gas41 YEATS also binds to acetylated histones, with a preference toward to acetylation on H3K27 and H3K14^30^. To decipher the molecular mechanism underlying H3K27ac readout by the Gas41 YEATS domain, we determined the crystal structure of Gas41 YEATS (aa 15–159) bound to a histone H3_15-39_K27ac peptide at 2.1 Å (Table 1). We found that the Gas41 YEATS domain formed four monomers in one asymmetric unit, with only one monomer occupied with peptide (Supplementary Figure S4a). Strikingly, an N-terminal extended loop produced by the tag cleavage contributed to the crystal packing by parallel ‘β strand-loop’ (β8-extended loop) formation with the adjacent asymmetric unit (Supplementary Figure S4b, c). On the basis of electron density maps, only one monomer in each asymmetric unit displayed this extended N-terminal loop, indicating that the observed crystal packing was likely induced by asymmetric protein degradation during protein purification or crystal growth. Size exclusion chromatography followed by static light scattering analysis demonstrated that the Gas41 YEATS domain was primarily monomeric in solution (Supplementary Figure S4d).

**Table 1:** Data collection and refinement statistics

	YEATS_GAS41_-H3_15-39_K27ac
*Data collection*	
Space group	P2_1_2_1_2_1_
*Cell dimensions*	
*a*, *b*, *c* (Å)	75.9, 80.7, 107.0
α, β, γ (°)	90, 90, 90
Wavelength (Å)	0.9791
Resolution (Å)	50-2.1 (2.18-2.10)^a^
*R*_merge_ (%)	7.3 (87.1)
*I* / σ*I*	16.85 (3.23)
Completeness (%)	99.6 (96.2)
Redundancy	10.1 (10.1)
*Refinement (****F*** > *0)*	
Resolution (Å)	49.1–2.1
No. reflections (test set)	38636 (3696)
*R*_work_/*R*_free_ (%)	19.3/23.2
*No. atoms*	
Protein	4706
Ligand	8
Water	148
*B-factors (Å* ^*2*^ *)*	
Protein	30.1
Ligand	22.8
Water	27.8
*R.m.s. deviations*	
Bond lengths (Å)	0.008
Bond angles (°)	1.11

^a^ Values in parentheses are for highest-resolution shell

In the structure of the complex, the Gas41 YEATS domain adopts an immunoglobin β-sandwich fold consisting of eight antiparallel β strands and three α helices connected by loop regions (Fig. 4a). The H3 binding surface of the Gas41 YEATS domain is electrostatically negatively charged, facilitating binding to the basic H3 peptide (Fig. 4b). Protein sequence alignment (Supplementary Figure S5a) combined with residue conservation analysis (Supplementary Figure S5b) of the YEATS domain of Gas41 orthologues from different species revealed that the amino acids forming the H3K27ac binding pocket are strictly conserved, suggesting that recognition of acetyllysine is an evolutionally conserved function of Gas41.

**Fig. 4:**
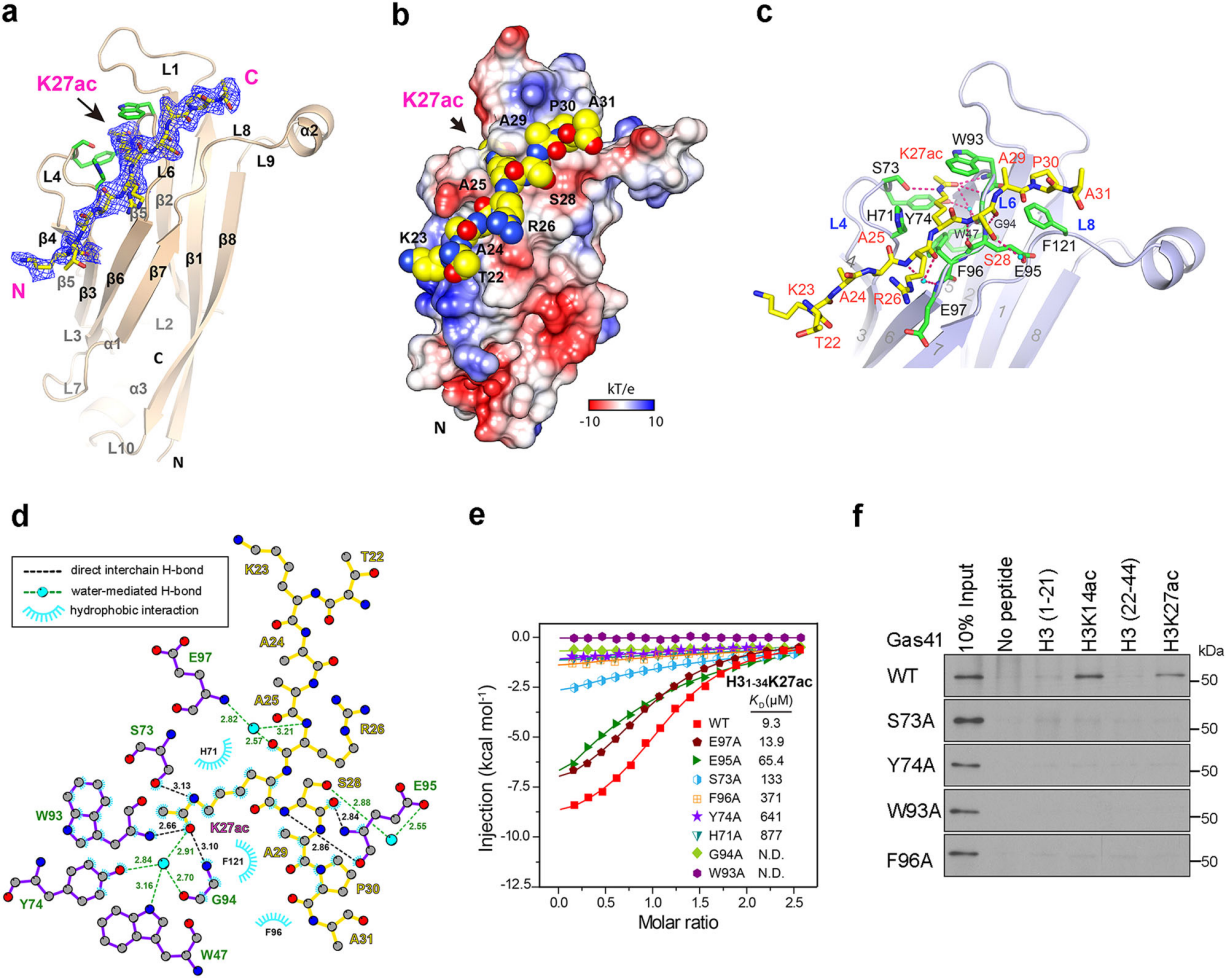
Structural basis for H3K27ac recognition by the Gas41 YEATS domain. **a** Overall structure of the Gas41 YEATS domain bound to H3 (15-39) K27ac peptide. The YEATS domain is shown as a wheat ribbon with key residues of the K27ac binding pocket depicted as a stick model (green). H3K27ac peptide is shown as yellow sticks. Dark blue mesh: Fo-Fc omit map around H3 (15-39) K27ac peptide contoured at 2.0 level. **b** Electrostatic surface view of the Gas41 YEATS domain-H3K27ac complex structure. Electrostatic potential is expressed as a spectrum ranging from −10 kT/e (red) to +10 kT/e (blue). The H3K27ac peptide is depicted as a space-filling sphere with yellow for carbon, blue for nitrogen and red for oxygen atoms. **c** Hydrogen bonding network between H3K27ac peptide and Gas41. Hydrogen bonds are shown as pink dashes. Key residues of Gas41 are depicted as a green stick model with residues labeled in black; the H3 peptide is shown as a yellow stick model with residues labeled in red. **d** LIGPLOT diagram showing critical contacts between the H3K27ac peptide and Gas41 YEATS. The H3 segment (yellow) and key residues of Gas41 YEATS (purple) are depicted in ball-and-stick mode with carbon in gray, nitrogen in dark blue, oxygen in red and water in cyan. **e** ITC fitting curves of Gas41 YEATS WT and mutants titrated with H3 (1–34) K27ac peptides. **f** Western blot analysis of histone peptide pulldowns of GST-Gas41 WT or mutants with indicated histone H3 peptides

In the Gas41 YEATS-H3K27ac complex, the highly-conserved residues H71, S73, Y74 of loop 4 (L4), as well as W93 and F96 of loop 6 (L6) of Gas41 generate a serine-lined aromatic cage for acetyllysine (Kac) recognition (Fig. 4c). In addition, flanking residues of histone H3K27 also contribute to the site-specific readout by Gas41 YEATS. H3S28 participates in direct and water-mediated hydrogen bonds with Gas41 E95; and H3R26 forms a charge-stabilized interaction with E97 (Fig. 4d). In respect of the hydrogen bond networks between the H3 and Gas41 YEATS, additional hydrophobic contacts introduced by hydrocarbon chain extension (H71, G92, F96, F121) of Gas41 further stabilize the interaction (Fig. 4d).

To verify the importance of key K27ac binding residues within the Gas41 YEATS domain, we substituted alanine for several YEATS domain residues that are expected to be important for H3K27ac binding based on our crystal structure, and performed isothermal titration calorimetry (ITC) and peptide pull-down binding studies (Fig. 4e, f, and Supplementary Table S4). Replacing residues H71, S73, Y74 and F96 with alanine resulted in ~14-fold to 94-fold binding reduction. Compared with a mild binding reduction of S73A (14-fold reduction), Y74A and W93A led to the most dramatic binding loss (69-fold affinity drops for Y74A; no detected binding for W93A), highlighting the critical role of these two sandwiching residues in Kac recognition. G94 is part of the inner wall of the K27ac binding pocket and the complete binding loss of the G94A mutant reveals the necessity of a side chain-free G94 for proper Kac insertion. In addition, mutation of Gas41 E95, which directly contacts H3S28, led to a seven-fold loss of affinity.

We previously crystalized the YEATS domain of AF9 in complex with an H3K9ac peptide^20^. By comparing Gas41-H3K27ac with the AF9-H3K9ac interaction, we found that the Kac binding pockets of both YEATS domains are composed of residues with relatively high conservation (Supplementary Figure S5c). The most obvious difference between the two complex structures is the orientation of the H3 peptide. In the complex structure of AF9-H3K9ac, the N-terminal region “K4-Q5-T6-A7-R8” of H3K9 participates in AF9 binding (Supplementary Figure S5c, right panel), whereas in the case of GAS41-H3K27ac, both the N- and C-terminal flanking regions of H3K27, “A25-R26” and “S28-A29-P30”, contribute to GAS41 binding by forming hydrogen bond and hydrophobic interactions with E95, E97, F96, F121 (Fig. 4d and Supplementary Figure S5c, left panel). Therefore, although both the H3K9 and H3K27 sites contain a consensus “ARKS” motif, these distinct recognition signatures partially explain the site specificity of the GAS41 and AF9 YEATS domains towards H3K27ac or H3K9ac, respectively.

### H2A.Z co-localizes with H3K27ac and H3K14ac across the genome

The biochemical and structural data prompted us to determine whether Gas41 co-localizes with acetylated histone H3K14 and H3K27 in cells. We performed H3K27ac and H3K14ac ChIP-seq, which revealed 44,105 and 33,907 peaks, respectively (Supplementary Table S3). Heatmap analysis of the ChIP-seq data revealed that Flag-GAS41 bound peaks co-localized with H3K27ac and H3K14ac peaks across the genome (Fig. 5a). The co-localization was observed on both promoters and enhancers (Fig. 5b). Strikingly, over two-thirds of the Flag-GAS41-occupied genes were also enriched in H3K27ac or H3K14ac occupancy or both (Fig. 5c). Genome browser views of ChIP-seq signals showed the colocalization of Flag-GAS41 with H3K27ac, H3K14ac, and H2A.Z on gene promoters (Fig. 5d).

**Fig. 5:**
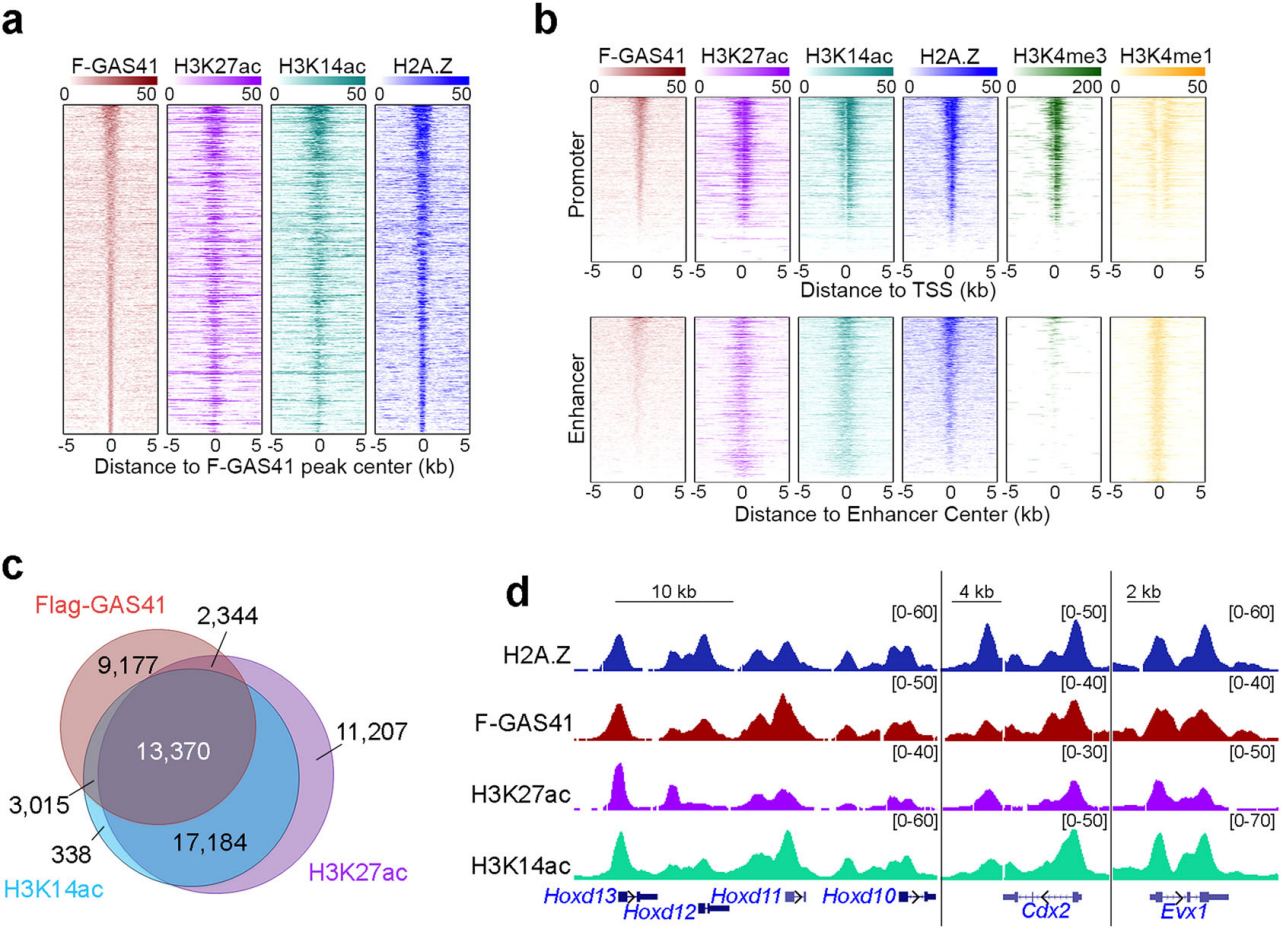
H2A.Z co-localizes with H3 acetylation across the genome. **a** Heatmap profiles of Flag-GAS41, H3K27ac, H3K14ac and H2A.Z occupancies in mESCs. **b** Heatmaps profiles of Flag-GAS41, H3K27ac, H3K14ac and H2A.Z occupancies at active promoters (upper panel) and enhancers (lower panel) in mESCs. H3K4me3 marks active promoters and H3K4me1 marks enhancers. **c** Venn diagram showing the 3-way overlaps of Flag-GAS41-, H3K27ac- and H3K14ac peaks. **d** Genome browser views of the H2A.Z (blue), Flag-GAS41 (dark red), H3K27ac (purple) and H3K14ac (cyan) ChIP-seq peaks on the indicated genes

To determine whether the recognition of H3 acetylation by the YEATS domain is critical for GAS41 chromatin occupancy, we compared genomic distribution of Flag-tagged wild-type (WT) GAS41 and GAS41-W93A, an acetyl-binding deficient mutant, stably expressed in J1 mESCs (Supplementary Figure S6a) by ChIP-seq experiments using the M2 Flag antibody. We found that the W93A mutant exhibited diminished chromatin occupancy compared to WT GAS41 (Supplementary Figure S6b), suggesting that the YEATS domain is essential for GAS41 chromatin occupancy. Together, all these data suggest that Gas41 binds to acetylated histone H3 in the chromatin and may thus help recruit the Tip60/p400 and SRCAP complexes to acetylation-enriched regions to exchange the canonical H2A for the H2A.Z variant.

### The Gas41 YEATS domain safeguards mESC identity by modulating H2A.Z occupancy

To determine whether the acetylation reader function of the Gas41 YEATS domain is essential for maintaining ESC identity, we performed rescue experiments in the Gas41 KD mESCs by ectopically expressing either Flag-tagged WT GAS41 or the W93A mutant (Fig. 6a). Expression of WT GAS41, but not W93A, fully rescued the differentiation phenotypes of the Gas41 KD cells in both AP staining and morphology assays (Fig. 6b, c), suggesting that recognition of histone acetylation by the YEATS domain is important for the function of Gas41 in mESCs.

**Fig. 6:**
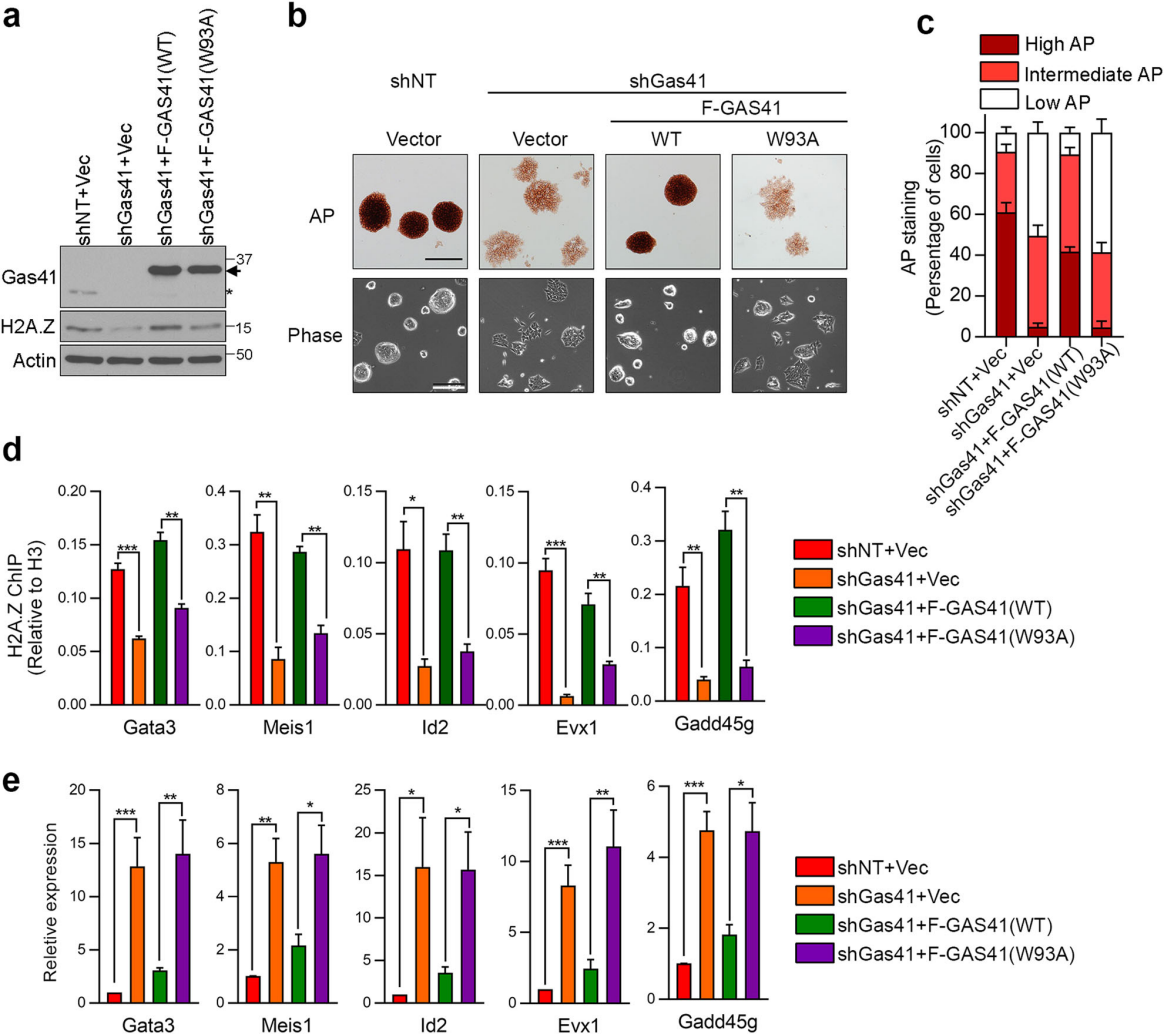
The YEATS domain of Gas41 safeguards mESC identity. **a** Western blot analysis of Gas41 and H2A.Z in control (shNT + vector), Gas41 KD (shGas41), and Gas41 KD mESCs expressing Flag-tagged WT or mutant (W93A) GAS41. Actin serves as a loading control. The arrow indicates Flag-GAS41 proteins and the asterisk denotes endogenous Gas41. **b** AP staining (upper panel) and phase contrast imaging (lower panel) of cells as in **a**. Bar, 200 μM. **c** Stacked bar graph showing quantification of AP staining from **b**. Error bars represent the SEM from 5 (shNT + Vec and shGas41 + W93A) or 6 (shGas41 + Vec and shGas41 + WT) randomly selected fields. Statistical analyses are available in Supplementary Table S7. **d** ChIP-qPCR analysis of H2A.Z occupancy at the promoters of bivalent genes in cells as in **a** Error bars represent the SEM of technical triplicates. *P < 0.05, **P < 0.01, ***P < 0.001 (Two-tailed unpaired Student’s *t*-test). Statistics source data are shown in Supplementary Table 7. **e** RT–PCR analysis of expression of the indicated bivalent genes in cells as in **a**. Error bars represent the SEM from *n* = 7 (Gata3), 6 (Evx1), and 4 (Meis1, Id2, and Gadd45g) biologically independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001 (Two-tailed unpaired Student’s *t*-test). Statistics source data are shown in Supplementary Table S7

Depletion of Gas41 led to reduction of global H2A.Z levels, and the reduction can be rescued by ectopic expression of WT GAS41 but not the W93A mutant (Fig. 6a). These results suggest that the Gas41 YEATS domain is required for H2A.Z deposition in mESCs. To test this hypothesis, we performed ChIP experiments in the Gas41 KD and rescued mESCs to determine H2A.Z promoter occupancy at selected developmental genes. ChIP-qPCR analysis revealed that the reduction of H2A.Z promoter occupancy in Gas41 KD cells was rescued by WT GAS41, but not the W93A mutant (Fig. 6d). Consequently, the elevated expression of these developmental genes in Gas41 KD cells was counteracted by the WT GAS41, but not the mutant (Fig. 6e). Taken together, these results suggest that the Gas41 YEATS domain recognizes acetylated histone H3 and facilitates H2A.Z deposition on chromatin, and thus safeguards mESC identity by preventing premature activation of developmental genes.

### Gas41 maintains a subset of bivalent domains in the poised state

Next, we sought to determine whether Gas41 regulates a specific set of genes in maintaining the ESC phenotypes. As many of the developmental genes are epigenetically bivalent containing both H3K4me3 and H3K27me3 marks^5,6^, we first compared Gas41 occupancy on the bivalent genes vs active genes that contain only H3K4me3. We found that Flag-GAS41 occupies both bivalent and active promoters with a slightly stronger occupancy on bivalent genes, a distribution pattern similar to that of H2A.Z (Fig. 7a). Importantly, the bivalent genes exhibited the greatest changes in gene upregulation upon Gas41 KD (Fig. 7b), suggesting that Gas41 may preferentially suppress the bivalent genes in mESCs. 

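The bivalent genes of Supplementary Table S5 match 2387 gene symbols in the RNA-seq tables. Genes that carry only H3K4me3 were not analysed here, since the list of those genes was not used. With shGas41-1, the median log2 fold change of the bivalent genes was 0.29 (25th to 75th percentile −0.23 to 0.90), that of all 25807 genes listed was 0.09 (−0.30 to 0.76) and that of the genes outside the bivalent list was 0.07. Computed for each shGas41-1 library against the mean of the shNT libraries, the median of the bivalent genes was 0.31, 0.36 and 0.11, above that of all genes in each of the 3 libraries. Genes with few counts have widely spread fold changes, and bivalent genes differ from other genes in how many have few counts. With shGas41-1, 9.17% of the bivalent genes lay below the count filter, against 31.2% of the genes outside the list. Random lists of 2387 genes matched on mean expression had a median of 0.13 (95% of 10000 lists between 0.10 and 0.16), and no list reached that of the bivalent genes (permutation p = 1e-04, the smallest that 10000 lists can give). With shGas41-2, the median was 0.16 for bivalent genes, 0.02 for all genes and 0.04 for matched lists (between 0.02 and 0.07, permutation p = 1e-04). The value moved most among genes above the median of mean expression, where the median of the bivalent genes was 0.02, still above that of lists matched on mean expression (permutation p = 1e-04). These lists describe the libraries and are no test across replicates. From the changes of the bivalent genes with shGas41-1 in Fig. 7b, the paper proposes that Gas41 may preferentially suppress bivalent genes in mESCs.

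**Figure D3:**
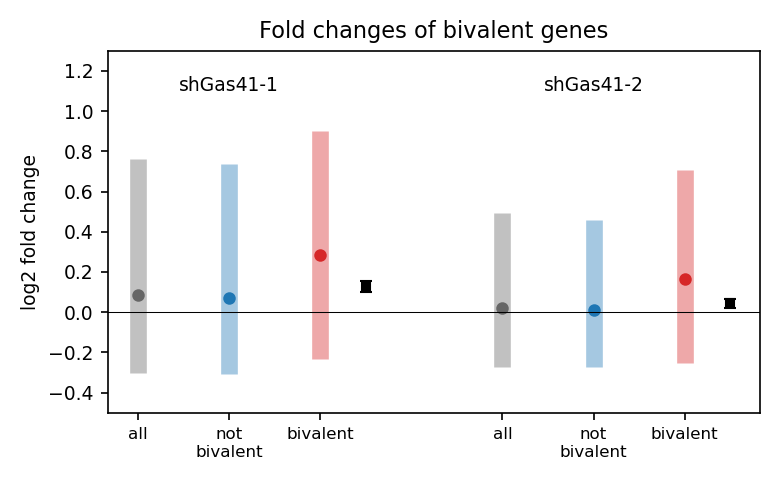
Log2 fold change against shNT (vertical axis) with shGas41-1 and with shGas41-2 of all genes listed, of genes outside the bivalent list and of bivalent genes. Circles are medians and bars run from the 25th to the 75th percentile. Black squares are the median of 10000 random lists matched to the bivalent genes on mean expression, with the range of 95% of the lists. The median of the bivalent genes lies above that range with both shRNAs, at 0.29 and 0.16.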

In supporting this, GSEA analysis revealed an enrichment of bivalent genes of the genes upregulated in Gas41 KD cells (Supplementary Figure S6c).

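In the ranking of all genes by log2 fold change, the 2387 bivalent genes had an NES of 1.06 with shGas41-1 (p = 0.0713 from gene permutations, not past 0.05) and of 1.12 with shGas41-2 (p = 0.0055). With the replicate block the NES was 1.06 (permutation p = 0.0748) and 1.12 (p = 0.0037). The result with shGas41-1 depended on the ranking. It passed 0.05 when genes were ranked by signed −log10 p-value (NES 1.91, p = 1e-04, the smallest that the permutations can give), when only genes with a symbol other than Gm or Rik names were ranked (NES 1.22, p = 1e-04), among genes above the median of mean expression (NES 1.87, p = 1.1e-04), with the authors' deposited log2 fold change (NES 1.07, p = 0.0319) and in limma's camera test (p = 0.00144). It did not pass 0.05 without the EB signature genes (NES 0.99, permutation p = 0.567). With each library left out in turn the NES lay between 0.91 and 1.28 with shGas41-1 and between 0.91 and 1.5 with shGas41-2. Among the 7533 genes below the count filter with shGas41-1, 63.5% had a log2 fold change of 1 or more in size, against 13.3% of the genes that passed it, and these genes made up 31.2% of the genes outside the bivalent list and 9.17% of the bivalent genes.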

**Fig. 7:**
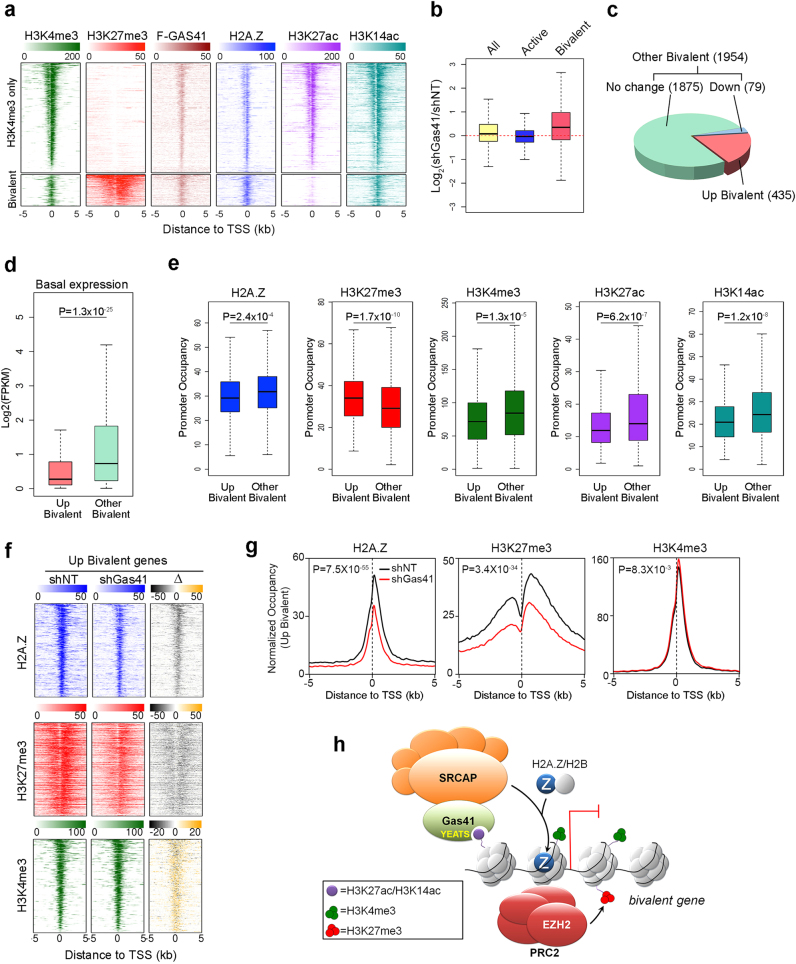
Gas41 KD perturbs the balance of bivalent domains. **a** Heatmap profiles of H3K4me3, H3K27me3, Flag-GAS41, H2A.Z, H3K27ac and H3K14ac occupancies at TSSs (±5 kb) of the active (H3K4me3 only, *n* = 8618) or bivalent genes (n = 2389) in mESCs. **b** Box plots representing the log_2_ fold change in expression (FPKM, reads per kilobase per million) of Gas41 KD (shGas41-1) relative to control (shNT) mESCs at all (*n* = 19,548), active and bivalent genes. The center line represents the median and box limits indicate the 25th and 75th percentiles. **c** Pie chart showing the proportion of bivalent genes that are upregulated (Up Bivalent, log_2_FC ≥ 1, FDR ≤ 0.05), downregulated (Down, log_2_FC ≤ −1, FDR ≤ 0.05), or genes with no change upon Gas41 KD. The “Down” and “No Change” groups were combined as “Other Bivalent”. The numbers of genes in each group are indicate in brackets. **d** Box plots showing the basal expression levels of the Up Bivalent and the Other Bivalent genes in mESCs. Center lines represent median values, and box limits indicate the 25th and 75th percentiles. Two-tailed unpaired Student’s *t*-test was used for statistical analyses. **e** Box plots of H2A.Z, H3K27me3, H3K4me3, H3K27ac, and H3K14ac occupancies at promoters of the Up Bivalent genes or Other Bivalent genes in mESCs. Boxes are defined as in **b**. Two-tailed unpaired Student’s t-test was used for statistical analyses. **f** Heatmap profiles of H2A.Z, H3K27me3 and H3K4me3 occupancies at the TSSs (±5 kb) of the Up Bivalent genes in control (shNT), Gas41 KD (shGas41) mESCs, and the difference between them (Δ, shGas41-shNT). Gray indicates a reduction and yellow indicates an increase in the Gas41 KD cells compared to the control cells. **g** Average profiles of H2A.Z (left panel), H3K27me3 (middle panel) and H3K4me3 (right panel) occupancies at the TSS (±5 kb) of the Up Bivalent genes in control (shNT, black line) and Gas41 KD (shGas41, red line) mESCs. Significance is determined by two-tailed unpaired Wilcoxon test. **h** Working model. Gas41 binds to acetylation on H3K27 and H3K14 through its YEATS domain and facilitates the recruitment of the SRCAP complex to bivalent gene promoters to exchange the canonical H2A for H2A.Z, which, in turn, maintains a poised state of the chromatin by facilitating the recruitment of PRC2 complex

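With shGas41-1, 2168 of the 2387 bivalent genes passed the count filter. Of these, 371 (17.1%) were upregulated at a log2 fold change of 1 or more and 82 (3.78%) were downregulated at −1 or less, at an FDR of 0.05 or less (edgeR's quasi-likelihood test). Of the 16106 genes tested outside the bivalent list, 1073 (6.66%) were upregulated and 356 (2.21%) downregulated, so both changes were more frequent among bivalent genes, with an odds ratio of 2.89 for upregulation (two-sided Fisher's exact test across genes, p = 5.9e-52) and of 1.74 for downregulation (p = 2.5e-05). Genes are not independent replicates, and these tests describe the lists. The lists were not matched on expression here. Upregulated genes outside the bivalent list had lower basal expression than the other genes outside it, by −2.31 in mean log2(CPM + 1). With shGas41-2, 179 of 2184 bivalent genes tested were upregulated (8.20%) and 25 were downregulated, with odds ratios of 2.55 (p = 3.0e-22) and 1.38 (p = 0.141) by Fisher's exact test. With both shRNAs, 149 bivalent genes were upregulated and 20 downregulated. With the replicate number as a block, 244 bivalent genes were upregulated and 49 downregulated with shGas41-1. The counts moved most when the 2-fold change was itself tested (glmTreat), which left 59 and 5. All 371 genes upregulated with shGas41-1 are among the upregulated genes of Supplementary Table S5, and every one of the table's 435 upregulated genes had a log2 fold change above 0.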

Among the 2389 bivalent genes we identified in mESCs (defined by enrichment of both H3K4me3 and H3K27me3 ChIP-seq signals, Supplementary Table S5), 435 were upregulated (fold change ≥2) in Gas41-depleted cells, and 79 were downregulated (Fig. 7c and Supplementary Table S5). For simplicity, we divided all these bivalent genes into two categories, “Up Bivalent” and “Other Bivalent”, as inclusion of the minor subset of downregulated genes did not affect the overall analysis. We first assessed the basal expression levels of these two groups of genes in mESCs. 

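Basal expression was measured as log2(CPM + 1), averaged over the 3 shNT libraries, with the gene lists of Supplementary Table S5, whose Up Bivalent list matched 434 genes and whose Other Bivalent list (downregulated and unchanged genes together) matched 1952, after 1 ambiguous gene was left out. FPKM values were not used here. The mean was 0.99 ± 1.27 (SD across genes) for Up Bivalent genes and 1.7 ± 1.56 for Other Bivalent genes, a difference of −0.72 (two-sided permutation test across genes with 100000 resamples, p = 1e-05, the smallest they can give). The median was 0.44 CPM for Up Bivalent and 1.29 CPM for Other Bivalent genes. The difference was −0.63, −0.68 and −0.84 in shNT 1, 2 and 3. The 2 lists overlapped, and 29.7% of the Other Bivalent genes lay below the median of the Up Bivalent genes. In the shGas41-1 libraries the mean was 1.75 for Up Bivalent and 1.69 for Other Bivalent genes, a difference of 0.06. The difference in shNT moved most, to −0.21 (permutation test, p = 0.0445), when shNT 2 was kept out of the calls and used alone for basal expression. Used in the same way, shNT 1 and 3 gave −0.42 and −0.38 (permutation test, p = 1e-05 and 4.2e-04). Those settings also changed the genes called, to 320, 231 and 228 Up Bivalent genes for shNT 1, 2 and 3. With a pseudocount of 0.1 in place of 1 the difference was larger, at −1.16. With the 371 genes called here from all libraries the difference was −0.63. It was −0.40 when counts were divided by the exon length of each gene. Among genes tested outside the bivalent list, the difference between upregulated and other genes was −2.31 on the same scale, against −0.82 among the bivalent genes tested.

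**Figure D4:**
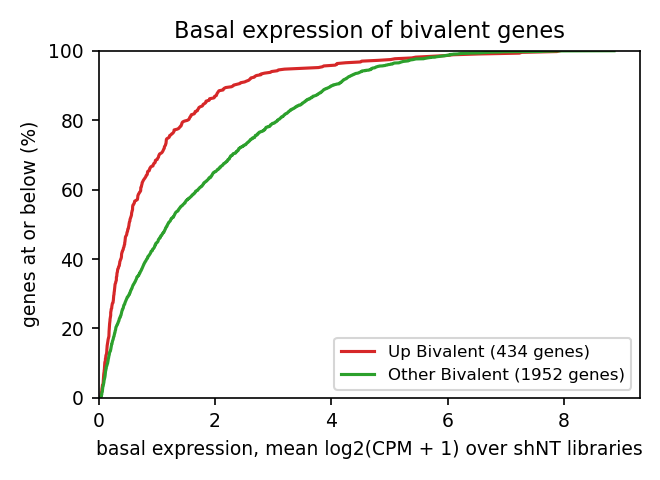
Percent of genes (vertical axis) at or below each level of basal expression, mean log2(CPM + 1) over the shNT libraries (horizontal axis), for the 434 Up Bivalent and the 1952 Other Bivalent genes. The Up Bivalent genes lie at lower expression, with a median of 0.52 against 1.19.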

Interestingly, we found that in undifferentiated mESCs, the averaged basal expression levels of the Up Bivalent genes were significantly lower than the Other Bivalent genes (*P* = 1.3 × 10^−25^; Fig. 7d and Supplementary Figure S6d), indicating that Gas41 preferentially suppresses bivalent genes with lower expression levels in mESCs. Consistent with gene expression, the Up Bivalent genes exhibited significantly higher levels of H3K27me3 and lower levels of H3K4me3, H3K27ac and H3K14ac (Fig. 7e). However, surprisingly, although H2A.Z was shown to have a repressive role on bivalent genes^14,31^, we observed slightly lower levels of H2A.Z levels on the low-expressing Up Bivalent genes compared to the Other Bivalent genes.

To understand how Gas41 depletion derepresses bivalent gene expression, we determined changes in H2A.Z and the bivalent marks (H3K4me3 and H3K27me3) at promoters of the Up Bivalent genes upon Gas41 KD. Consistent with our observation of global H2A.Z changes, Gas41 KD reduced H2A.Z levels on the Up Bivalent genes (Fig. 7f, g). Concomitantly, the repressive mark H3K27me3 was also reduced whereas the active mark H3K4me3 slightly increased on the Up Bivalent genes upon Gas41 KD (Fig. 7f, g and Supplementary Figure S6e). By ChIP-qPCR analysis, we also observed perturbations in the balance of bivalent domains at the individual bivalent genes upon depletion of Gas41 (Supplementary Figure S6f-h), leading to derepression of gene expression (Supplementary Figure S6i).

Gas41 is a shared component Tip60/p400 and SRCAP complexes. To determine which complex is responsible for Gas41 function in mESCs, we KD Ep400 and Znhit1, which are Tip60/p400 and SRCAP complex specific subunit, respectively, and assessed global H2A.Z levels and cellular phenotypic changes. Both KDs resulted in flattened morphology and reduced AP staining intensity of mESCs (Supplementary Figure S7a-c), however, only Znhit1 KD led to reduction in global H2A.Z protein levels (Supplementary Figure S7d). Next, we next determined genomic distribution of Znhit1 by ChIP-seq experiments in Flag-ZNHIT1 expressing J1 cells, and compared to the chromatin occupancy of Gas41 and p400^32^. The results revealed that ZNHIT1 co-localizes with GAS41 in both active and bivalent promoters whereas p400 is mainly enriched in active promoters; and consistent with their genomic occupancy, depletion of Znhit1, but not p400, diminished H2A.Z occupancy on both active and bivalent promoters (Supplementary Figure S7e). Taken together, these results suggest the Gas41 promotes H2A.Z deposition at bivalent promoters mainly through the SRCAP complex.

In summary, our findings support a model in which Gas41 recognizes histone H3K27 and H3K14 acetylation and facilitates the SRCAP complex-dependent deposition of H2A.Z, which in turn helps to maintain bivalent domains in a transcriptionally poised state in mESCs (Fig. 7h).

## Discussion

Acetylation is one of the most common PTMs on histones. In addition to help opening up chromatin by reducing the charge interaction between histones and DNA, acetylation provides a binding platform for many reader proteins, which in turn recruit a variety of histone-modifying and chromatin remodeling complexes^33,34^. Until the recent identification of the YEATS domain as a new family of acetylation readers^20^, the bromodomains were thought to be the only acetylation readers. The YEATS domains differ from the bromodomains in that they are specific for histone H3 lysine acetylation, with no detectable binding of the YEATS domains to other acetylated histones. Both the AF9 and ENL YEATS domains recognize acetylated lysine following arginine within the “RK” motif, which explains their specific recognition of acetylation on H3K9, H3K18, and H3K27^20,21^.

Gas41 shares the same mode of acetyllysine recognition as AF9 and ENL with respect to H3K27ac. However, the Gas41 YEATS domain is unique in that it can also bind to acetylation on H3K14, which lacks the “RK” motif. Although the mechanism of H3K14ac recognition is currently unknown due to the lack of a crystal structure, this unique YEATS domain binding specificity indicates that Gas41 may carry out specialized biological functions. Intriguingly, in contrast to H3K9ac and H3K27ac that are tightly associated with active promoters and enhancers, H3K14ac is also enriched at a subset of inactive bivalent promoters in mESCs^35^, suggesting that this specialized Gas41 function might be related to a role at bivalent promoters. In line with this, we find that depletion of Gas41 selectively derepresses a subset of bivalent genes with low gene expression. As the histone H3K27 residue within the bivalent domains is mostly marked with methylation thus unavailable for acetylation, it is likely that acetylation on H3K14 plays a dominant role in recruiting Gas41 to bivalent promoters in mESCs. Prior studies have shown that H2A.Z is preferentially deposited into nucleosome with high level of histone H4 acetylation^36,37^. We find that GAS41 is also able to bind to acetylated H4 peptides, albeit much weaker than its binding to the H3K27ac or H3K14ac peptide. Further studies are needed to determine whether the weak binding to H4 acetylation by the YEATS domain contributes to the chromatin recruitment of GAS41 and the associated chromatin remodeling complexes.

H2A.Z plays both a positive and a negative role in the regulation of gene expression. In mESCs, H2A.Z occupies active (H3K4me3 only) as well as bivalent promoters^11,15^, where it strongly colocalizes with the PRC2 complex^14^. The dual function of H2A.Z has been proposed to be a consequence of distinct PTMs on this variant histone, with acetylation promoting gene activation^11,15,38,39^ and monoubiquitylation contributing to gene repression^31,40^. In bivalent promoters, H2A.Z is enriched with monoubiquitylation, which facilitates the recruitment of the PRC2 complex and repels the association of the BRD2 transcriptional coactivator on bivalent domains, thus helping to maintain these genes in a poised state^15,31^. Consistent with these observations, we find that Gas41 depletion leads to concomitant reduction of both H2A.Z and H3K27me3 occupancies at bivalent promoters.

Although H2A.Z occupancy is reduced on almost all bivalent genes upon Gas41 KD, only ~20% exhibit a ≥two-fold induction of gene expression. Compared to the bivalent genes whose expression is not altered by Gas41 KD, the derepressed bivalent genes have lower basal expression levels in the undifferentiated mESCs. It is tempting to speculate that for the unaffected bivalent genes, some other mechanisms may compensate H2A.Z loss. It will be interesting to determine in future studies whether the H2A.Z-independent bivalent genes have, or lack, some epigenetic characters that are distinct from the H2A.Z-dependent bivalent genes.

The Tip60/p400 complex has been previously shown to be required for maintaining ESC identity^29^. P400 is predominantly involved in transcriptional repression of the bivalent genes^32^. Therefore, preventing bivalent genes from faulty activation is likely a major means by which the Tip60/p400 complex keeps ESCs undifferentiated. Interestingly, despite its repressive role toward bivalent genes, p400 preferentially binds active gene (H3K4me3 only) than bivalent genes^32^. Moreover, p400 KD exhibited minimal effect on H2A.Z occupancy at bivalent promoters. Therefore, it is likely that Tip60/p400 complex suppress bivalent gene expression through mechanisms other than H2A.Z deposition. On the contrary, we find the SRCAP complex co-localizes with GAS41 at both active and bivalent genes, and depletion of Znhit1 leads to reduction of H2A.Z occupancy at bivalent promoter, suggesting that the SRCAP complex plays a major role for Gas41-mediated H2A.Z deposition in mESCs.

In summary, our study unravels an essential role of the Gas41 YEATS domain by linking histone acetylation to H2A.Z deposition and the maintenance of ESC identity. In addition to ESC self-renewal, H2A.Z was also shown to be essential for ESC differentiation^11,14^. In the future, it will be of great interest to determine whether Gas41 and its YEATS domain also play a role in modulating ESC lineage commitment.

## Methods

### Materials

Human Gas41 cDNAs were cloned into pENTR3C and subsequently cloned into pHAGE-3xFlag destination vectors using Gateway techniques (Invitrogen). Point mutations were generated using a site-directed mutagenesis kit (Stratagene). Histone peptides bearing different modifications were synthesized by either the W.M. Keck Facility at Yale University or SciLight Biotechnology, LLC. All pLKO shRNA constructs were purchased from Sigma. sgRNAs were cloned into lentiCRISPR v2 (Addgene Plasmid #52961). Information of all oligoes, antibodies and shRNAs used are provided in Supplementary Table S6.

### Protein production

The gene of human GAS41 was amplified from HEK 293 cDNA library and verified by sequencing. The YEATS domain encompassing residues 15–159 of GAS41 was cloned in to a pET28b vector. The recombinant GAS41_15-159_ was overexpressed in *Escherichia coli* strain BL21 (DE3).

After overnight induction by 0.4 mM isopropyl β-D-thiogalactoside (IPTG) at 16 °C in TB medium, cells were harvested and resuspended in buffer, 20 mM Tris-HCl, pH 7.5, 500 mM NaCl, 5% glycerol, 1 mM phenylmethylsulfonyl fluoride (PMSF) and 20 mM imidazole. After cell lysis and centrifugation, the recombinant protein was purified to homogeneity over a HisTrap column, and the 6× His tag was cleaved by thrombin overnight at 4 °C. The released GAS41_15–159_ protein was further purified by size exclusion chromatography using a Superdex G75 column (GE Healthcare) in elution buffer (20 mM Tris-HCl, pH 7.5, 500 mM NaCl, 5% glycerol and 2 mM β-mercaptoethanol). All GAS41_15–159_ mutants were generated using QuikChange site-directed mutagenesis kit (Stratagene) and verified by sequencing. The purification procedures for the GAS41 YEATS mutants were essentially the same as for the wild-type protein.

### Crystallization, data collection, and structure determination

Crystallization was performed via the sitting drop vapor diffusion method under 18 °C by mixing equal volumes (0.8 μl) of GAS41 YEATS-H3_15-39_K27ac (1:2 molar ratio, 7 mg/ml) and reservoir solutions: 0.1 M sodium acetate trihydrate, pH 4.6, 4.0 M ammonium acetate. The complex crystals were briefly soaked in cryoprotectant containing the reservoir solution supplemented with 30% glycerol and then flash frozen in liquid nitrogen for data collection. The diffraction data set was collected at the beamline BL17U of the Shanghai Synchrotron Radiation Facility at 0.9791 Å. All diffraction images were indexed, integrated, and merged using HKL2000^41^. The structure was determined by molecular replacement using MOLREP^42^ using the AF9-H3K9ac structure (PDB ID: 4TMP) as the search model. Structural refinement was carried out using PHENIX^43^, and iterative model building was performed with COOT^44^. Detailed data collection and refinement statistics are summarized in Table 1. Structural Figures were created using PYMOL (http://www.pymol.org/).

### Isothermal titration calorimetry (ITC)

All calorimetric experiments involving wild-type or mutant GAS41 YEATS domain proteins were conducted at 15 °C using a MicroCal ITC200 instrument (GE Healthcare). The GAS41 (15–159) samples were dialyzed in the following buffer: 20 mM Tris-HCl, pH 7.5, 500 mM NaCl, 5% glycerol and 2 mM β-mercaptoethanol. Protein concentrations were determined by absorbance spectroscopy at 280 nm. Peptides (>95% purity) were quantified by weight, prior to aliquoting and freeze-drying for individual use. Calorimetric titration curves were analyzed using Origin 7.0 (OriginLab) and the “One Set of Binding Sites” fitting model. Detailed thermodynamic parameters of each titration are summarized in Supplementary Table S4.

### Peptide microarray and peptide pull-down assays

Peptide microarray and was performed as described previously^45^. In brief, biotinylated histone peptides were printed in triplicate onto a streptavidin-coated slide (PolyAn) using a VersArray Compact Microarrayer (Bio-Rad). After a short blocking with biotin (Sigma), the slides were incubated with the glutathione S-transferase (GST)-tagged GAS41 in binding buffer (50 mM Tris-HCl, pH 7.5, 250 mM NaCl, 0.1% NP-40, 1 mM PMSF, 20% FBS) overnight at 4 °C with gentle agitation. After being washed with the same buffer, the slides were probed with an anti-GST primary antibody and then a fluorescein-conjugated secondary antibody and visualized using a GenePix 4000 scanner (Molecular Devices).

For peptide pulldowns, 1 µg of biotinylated histone peptides with different modifications were incubated with 1–2 µg of GST-fused WT GAS41 or indicated mutants in binding buffer (50 mM Tris-HCl 7.5, 250 mM NaCl, 0.1% NP-40, 1 mM PMSF) overnight. Streptavidin beads (Amersham) were added to the mixture, and the mixture was incubated for 1 h with rotation. The beads were then washed three times and analyzed using SDS-PAGE and Western blotting.

### Size exclusion chromatography with multiangle light scattering

For size exclusion chromatography with multiangle light scattering, GAS41 YEATS (100 μl at 2 mg/ml in buffer containing 20 mM Tris-HCl, pH 7.5, 500 mM NaCl, 2% glycerol) was fractionated on a WTC-030S5 size exclusion column (Wyatt Technology) coupled to an AKTA Purifier 10 system (GE Healthcare) at a flow rate of 0.5 ml/min. The molecular species separated by the column were then analyzed using a Wyatt Dawn Heleos II multiangle light scattering device. The molecular mass was calculated using the Astra 6 software program (Wyatt Technology).

### Cell culture and lentivirus infection

Mouse J1 ES cells (mESCs) were maintained without feeders in cell culture dishes coated with 0.1% (w/v) gelatin (Sigma) in ESC media (Dulbecco’s modified Eagle’s medium (DMEM, Cellgro) supplemented with 15% Stasis™ Stem Cell Qualified Fetal Bovine Serum (Gemini), 100 U/ml penicillin, 100 μg/ml streptomycin, 292 μg/ml l-glutamine, 0.1 mM β-mercaptoethanol and 1000 U/mL leukemia inhibitory factor (LIF, ESGRO, Millipore, USA)). HEK 293 T cells were cultured in DMEM supplemented with 10% fetal bovine serum (Sigma).

For lentivirus production, HEK 293 T cells in 10-cm culture dish were transiently co-transfected with 2 μg of pMD2.G, 4 μg of pPAX2 (Addgene) and 2 μg of pLKO shRNA, lentiCRISPR v2-sgRNA or pHAGE-cDNA constructs using X-tremeGENE™ HP DNA Transfection Reagent (Roche). Media were replaced with ESC media around 14 h after transfection and incubated for an additional 48 h before viral supernatants were harvested. The harvested supernatants were then filtered through a 0.45 μm PVDF filter. For infections, mESCs cells were incubated with viral supernatants in the presence of 8 µg/ml polybrene for 14 h. After 48 h, the infected cells were selected with puromycin (1 μg/ml) or blasticidin (5 μg/ml) for knockdown or overexpression experiments, respectively. All KD or KO samples were harvested 8 days after infection with shRNA viruses. For rescue experiments, stable mESCs cells with or without overexpressed 3XFlag-human GAS41 (WT or mutants) were generated followed by shRNA-mediated knockdown of endogenous Gas41.

### Embryoid body (EB) formation and retinoic acid (RA) treatment

mESCs were plated in 96-well ultra-low attachment round bottom plates (Corning) at 1000 cells/well in ES cell medium without LIF. Media was changed every other day before day 8 and daily thereafter. For RA treatment, mESCs seeded on gelatin-coated dishes were treated with 1 μM RA in ES cell medium without LIF. Undifferentiated mESCs cultured with LIF in gelatin-coated dishes, are considered as EB and RA day 0.

### Isolation of mouse embryonic fibroblasts (MEFs)

Mouse embryonic fibroblasts (MEFs) were isolated from a C57BL/6 wild-type embryo on dpc13.5 following the protocol from the Jacks lab at MIT (https://jacks-lab.mit.edu/protocols/making_mefs). The second passage of MEFs were collected for protein and mRNA isolation.

### Alkaline phosphate (AP) staining

Alkaline phosphate (AP) staining was performed using an AP Staining Kit from System Biosciences (Cat#AP100R-1) according to the user manual. mESCs were seeded at 50,000 cells/well on a gelatin-coated six-well plate for 3 days before AP staining. All AP staining was conducted 8 days following infection with shRNA viruses. For quantification, the staining intensity of each individual colony was measured using Image J. To minimize staining variation between independent experiments, the cutoff values to categorize AP intensities were set according to the corresponding shNT control cells of the same experiment. We defined the top 60%, middle 30% and bottom 10% staining intensities of the control cells as high, intermediate and low, respectively.

### ChIP and ChIP-seq analysis

ChIP analysis was performed as described previously^20^ with minor modifications. In brief, cells were cross-linked with 1% formaldehyde for 10 min. The cross-linking reaction was stopped by adding glycine to 125 mM and incubating for 5 min. Fixed cells were scraped from dishes and washed 2× with PBS. Cell pellets were resuspended in cell lysis buffer (5 mM PIEPES pH 8.0, 85 mM KCl, 1% NP-40) containing the complete protease inhibitor cocktail (Roche) and 1 mM PMSF. After 20 min rotation in 4 °C, cell nuclei were harvested by centrifugation and resuspended in nuclei lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) containing protease inhibitors prior to sonication with a Bioruptor Sonicator (Diagenode) to a length of approximately 100-400 bp. Sonicated chromatin samples containing approximately 20-30 μg of DNA were diluted 4-fold with dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.01% SDS) and were immunoprecipitated overnight at 4 °C with 2–3 μg of antibodies. Protein A/G beads (Millipore) were added and samples were incubated for another 2 h. The immunoprecipitates were washed 2× with low-salt buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.01% SDS), 2× with high-salt buffer (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.01% SDS), and 1× with LiCl buffer (20 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% NP40, 1% Na-Deoxycholate). DNA was eluted in elution buffer (50 mM NaHCO3, 1% SDS) by vigorously shaking for 15 min. Crosslinks were reversed in the presence of 0.3 M NaCl at 67 °C for 12 h. DNA was purified using a PCR purification kit (Qiagen) and analyzed by real-time PCR on an ABI 7500-FAST System using the Power SYBR Green PCR Master Mix (Applied Biosystems). Primers used in this study are listed in Supplementary Table S6.

ChIP-seq samples were sequenced on an Illumina Solexa Hiseq 2000. The raw reads were mapped to the mouse reference genome NCBI build 37 (mm9) using bowtie v1.1.0, allowing up to two mismatches. The genome ChIP-seq profiles were generated using MACS 1.4.2 with only uniquely mapped reads^45^. Clonal reads were automatically removed by MACS. The ChIP-seq profiles were normalized to 20,000,000 total tag numbers, and peaks were called at *P* ≤ 1 × 10^−8^. Gene promoters are defined as 2 kb regions centered at transcriptional stating sites (TSSs). The normalized average ChIP occupancy at promoters are used for differential analysis. For overlap analysis, peaks of different marks are merged as consensus regions and peaks that have >500 bp overlap with the consensus regions are defined as overlapped peaks.

### RNA extraction, reverse transcription, real-time PCR, and RNA sequencing analysis

Total RNA extraction, reverse transcription and quantitative real-time PCR (qPCR) were performed as previously described^20^. Gene expression values were calculated by normalization to *Actb* using the comparative CT method. Primers used in the study are listed in Supplementary Table S6.

RNA was isolated from J1 cells using the RNeasy Mini Kit (Qiagen) and prepared as instructed by the manufacturer using the TruSeq RNA Sample Preparation Kit v2 (Illumina). RNA-seq samples were sequenced using an Illumina NextSeq 500. Raw reads were mapped to the mouse reference genome (mm9) and mouse transcriptome using the TopHat2 package^46^. Transcript abundance was quantified using the htseq-count script in the Python package HTSeq v0.6.0^47^. Differentially expressed genes were determined using the edgeR Bioconductor package^48^. Genes with at least a two-fold change and FDR ≤ 0.05 were selected as differentially expressed genes. GO analysis was performed at Gene Ontology Consortium website (http://www.geneontology.org/).

### Statistical analysis

All experiments were performed with two or more biological repeats. For statistical analysis, no statistical method was used to predetermine sample size. The experiments were not randomized and investigators were not blinded. Experimental data are presented as means ± standard error of mean (SEM). Unless stated otherwise, statistical significance was calculated using a two-tailed unpaired t-test with a cutoff of *P* < 0.05 using Prism 7.03. Statistical significance levels are denoted as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. All images for AP staining were randomly selected for quantification. For box plots (Fig. 7b, e and Supplementary Figure S6d), center lines represent median values, and box limits indicate the 25th and 75th percentiles. For average profiles of ChIP-seq occupancy (Fig. 7g), significance was determined by two-tailed unpaired Wilcoxon test using R program.

### Accession numbers

Structural data have been deposited in the Protein Data Bank with the accession numbers of 5XTZ. The ChIP-seq and RNA-seq data have been deposited in the GEO database (GSE100460).

## Electronic supplementary material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

## References

[1] Solter D (2006). From teratocarcinomas to embryonic stem cells and beyond: a history of embryonic stem cell research. Nat. Rev. Genet..

[2] Young RA (2011). Control of the embryonic stem cell state. Cell.

[3] Ho L, Crabtree GR (2010). Chromatin remodelling during development. Nature.

[4] Orkin SH, Hochedlinger K (2011). Chromatin connections to pluripotency and cellular reprogramming. Cell.

[5] Bernstein BE (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell.

[6] Azuara V (2006). Chromatin signatures of pluripotent cell lines. Nat. Cell Biol..

[7] Voigt P, Tee WW, Reinberg D (2013). A double take on bivalent promoters. Genes Dev..

[8] Dryhurst D (2009). Characterization of the histone H2A.Z-1 and H2A.Z-2 isoforms in vertebrates. BMC Biol..

[9] Matsuda R (2010). Identification and characterization of the two isoforms of the vertebrate H2A.Z histone variant. Nucleic Acids Res..

[10] Faast R (2001). Histone variant H2A.Z is required for early mammalian development. Curr. Biol..

[11] Hu G (2013). H2A.Z facilitates access of active and repressive complexes to chromatin in embryonic stem cell self-renewal and differentiation. Cell Stem Cell.

[12] Li Z (2012). Foxa2 and H2A.Z mediate nucleosome depletion during embryonic stem cell differentiation. Cell.

[13] Pandey R, Dou Y (2013). H2A.Z sets the stage in ESCs. Cell Stem Cell.

[14] Creyghton MP (2008). H2AZ is enriched at polycomb complex target genes in ES cells and is necessary for lineage commitment. Cell.

[15] Ku M (2012). H2A.Z landscapes and dual modifications in pluripotent and multipotent stem cells underlie complex genome regulatory functions. Genome Biol..

[16] Barski A (2007). High-resolution profiling of histone methylations in the human genome. Cell.

[17] Ruhl DD (2006). Purification of a human SRCAP complex that remodels chromatin by incorporating the histone variant H2A.Z into nucleosomes. Biochemistry.

[18] Gevry N, Chan HM, Laflamme L, Livingston DM, Gaudreau L (2007). p21 transcription is regulated by differential localization of histone H2A.Z. Genes Dev..

[19] Wong MM, Cox LK, Chrivia JC (2007). The chromatin remodeling protein, SRCAP, is critical for deposition of the histone variant H2A.Z at promoters. J. Biol. Chem..

[20] Li Y (2014). AF9 YEATS domain links histone acetylation to DOT1L-mediated H3K79 methylation. Cell.

[21] Wan L (2017). ENL links histone acetylation to oncogenic gene expression in acute myeloid leukaemia. Nature.

[22] Okamoto K (1990). A novel octamer binding transcription factor is differentially expressed in mouse embryonic cells. Cell.

[23] Feldman N (2006). G9a-mediated irreversible epigenetic inactivation of Oct-3/4 during early embryogenesis. Nat. Cell Biol..

[24] Kuroda T (2005). Octamer and Sox elements are required for transcriptional cis regulation of Nanog gene expression. Mol. Cell. Biol..

[25] Palmieri SL, Peter W, Hess H, Scholer HR (1994). Oct-4 transcription factor is differentially expressed in the mouse embryo during establishment of the first two extraembryonic cell lineages involved in implantation. Dev. Biol..

[26] Tomioka M (2002). Identification of Sox-2 regulatory region which is under the control of Oct-3/4-Sox-2 complex. Nucleic Acids Res..

[27] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat. Genet..

[28] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[29] Fazzio TG, Huff JT, Panning B (2008). An RNAi screen of chromatin proteins identifies Tip60-p400 as a regulator of embryonic stem cell identity. Cell.

[30] Hsu CC (2018). Recognition of histone acetylation by the GAS41 YEATS domain promotes H2A.Z deposition in non-small cell lung cancer. Genes Dev..

[31] Surface LE (2016). H2A.Z.1 monoubiquitylation antagonizes BRD2 to maintain poised chromatin in ESCs. Cell Rep..

[32] de Dieuleveult M (2016). Genome-wide nucleosome specificity and function of chromatin remodellers in ES cells. Nature.

[33] Gong F, Chiu LY, Miller KM (2016). Acetylation reader proteins: linking acetylation signaling to genome maintenance and cancer. PLoS. Genet..

[34] Marmorstein R, Zhou MM (2014). Writers and readers of histone acetylation: structure, mechanism, and inhibition. Cold Spring Harb. Perspect. Biol..

[35] Karmodiya K, Krebs AR, Oulad-Abdelghani M, Kimura H, Tora L (2012). H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells. BMC Genomics.

[36] Draker R (2012). A combination of H2A.Z and H4 acetylation recruits Brd2 to chromatin during transcriptional activation. PLoS Genet..

[37] Vardabasso C (2015). Histone variant H2A.Z.2 mediates proliferation and drug sensitivity of malignant melanoma. Mol. Cell.

[38] Bruce K (2005). The replacement histone H2A.Z in a hyperacetylated form is a feature of active genes in the chicken. Nucleic Acids Res..

[39] Millar CB, Xu F, Zhang K, Grunstein M (2006). Acetylation of H2AZ Lys 14 is associated with genome-wide gene activity in yeast. Genes Dev..

[40] Sarcinella E, Zuzarte PC, Lau PN, Draker R, Cheung P (2007). Monoubiquitylation of H2A.Z distinguishes its association with euchromatin or facultative heterochromatin. Mol. Cell. Biol..

[41] Otwinowski, Z., Minor, W. & W Jr., C. C. Processing of X-ray diffraction data collected in oscillation mode. (1997).10.1016/S0076-6879(97)76066-X27754618

[42] Vagin A, Teplyakov A (2010). Molecular replacement with MOLREP. Acta Crystallogr. D. Biol. Crystallogr..

[43] Adams PD (2010). PHENIX: a comprehensive Python-based system for macromolecular structure solution. Acta Crystallogr. D. Biol. Crystallogr..

[44] Emsley P, Cowtan K (2004). Coot: model-building tools for molecular graphics. Acta Crystallogr. D. Biol. Crystallogr..

[45] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[46] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[47] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[48] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res..

[49] Nishino K (2011). DNA methylation dynamics in human induced pluripotent stem cells over time. PLoS Genet..

# Supplementary material for: Gas41 links histone acetylation to H2A.Z deposition and maintenance of embryonic stem cell identity
**Source:** Cell Discov. 2018 Jun 12;4:28. doi: 10.1038/s41421-018-0027-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Figure S1**

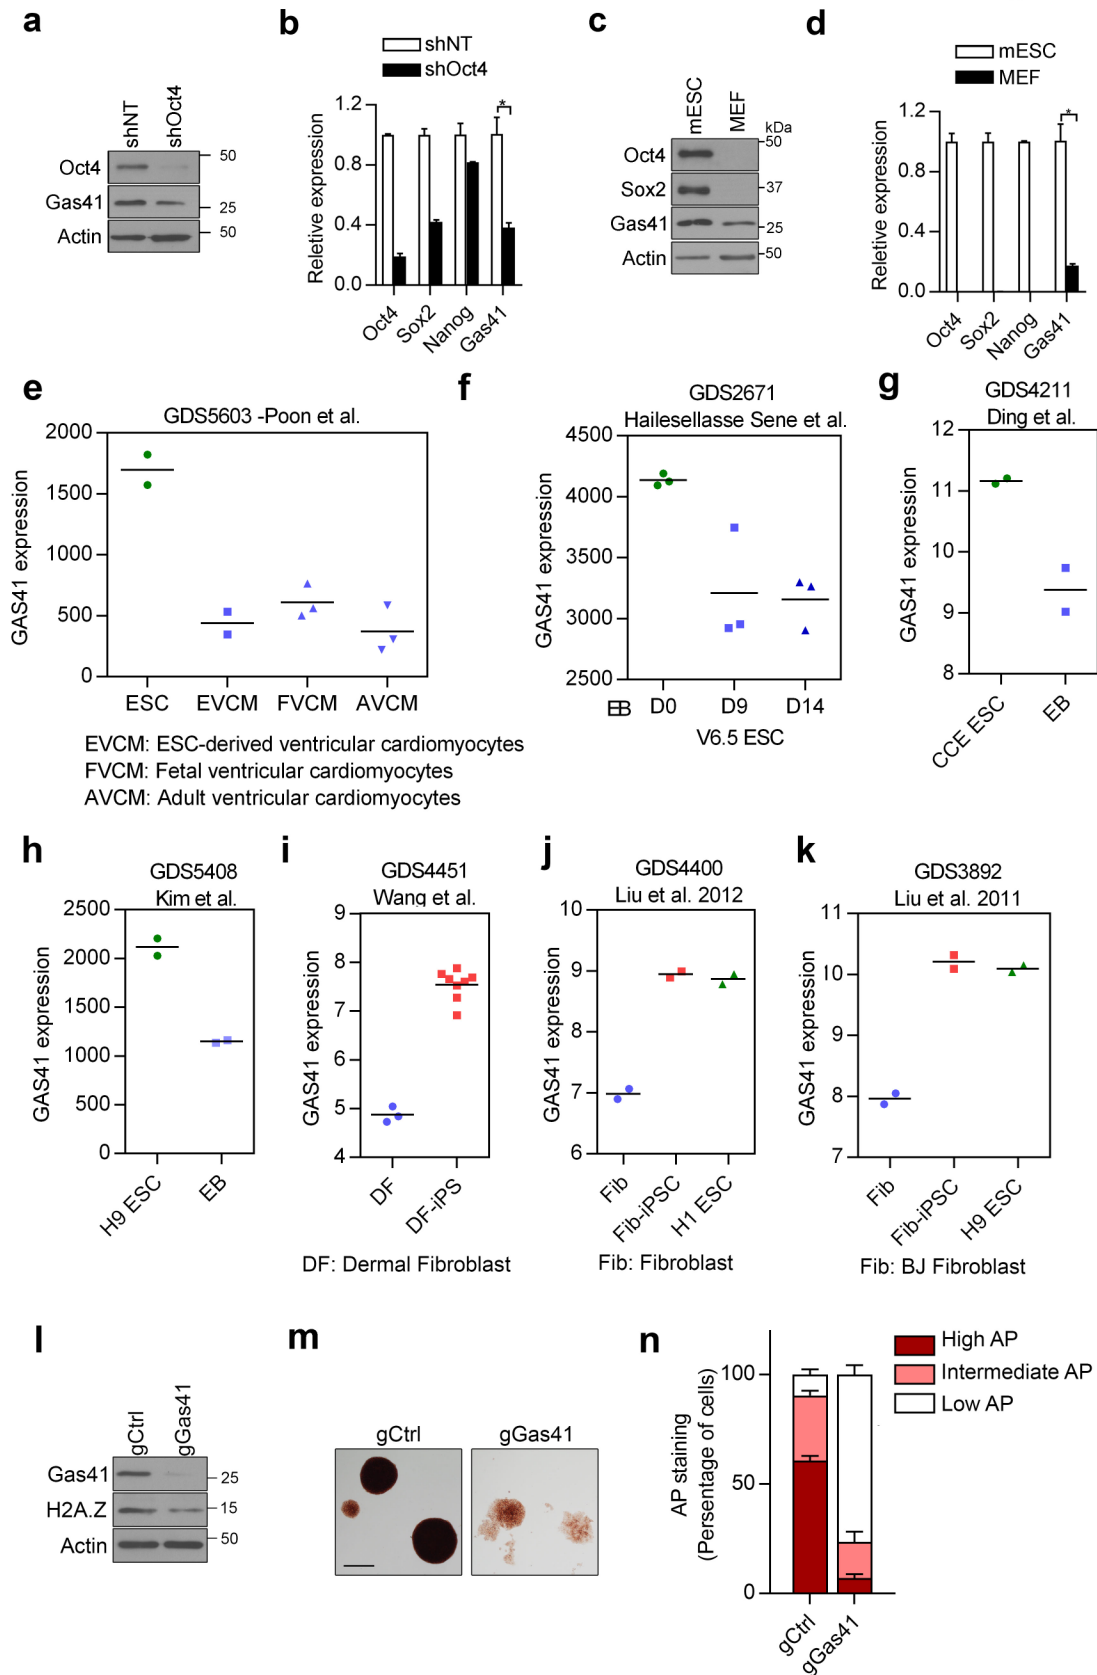

**Supplementary Figure S1 ESCs and iPSCs exhibit higher *Gas41* levels than differentiated cells.**

**(a)** Western blot analysis of *Gas41* and *Oct4* expression in control (shNT) and *Oct4* KD mESCs.  $\beta$ -Actin serves as a loading control.

**(b)** RT-PCR analysis of *Gas41*, *Oct4*, *Sox2* and *Nanog* expression levels in control (shNT) and *Oct4* KD mESCs. Error bars represent the SEM of n=2. \*P<0.05 compared to shNT, two-tailed unpaired Student's t-test.

**(c)** Western blot analysis of *Gas41*, *Oct4* and *Sox2* expression in J1 mESCs and MEFs.  $\beta$ -Actin serves as a loading control.

**(d)** RT-PCR analysis of *Gas41*, *Oct4*, *Sox2* and *Nanog* expression levels in mESCs and MEFs. Error bars represent the SEM of n=2. \*P< 0.05 compared to mESCs, two-tailed unpaired Student's t-test.

**(e-k)** Dotplots depicting data extracted from the Gene Expression Omnibus (GEO) Database.

**(e)** *Gas41* expression in HES2 human ESCs, embryonic ventricular cardiomyocytes (EVCm), Fetal ventricular cardiomyocytes (FVCm) and adult ventricular cardiomyocytes (AVCM). Data were extracted from GDS5603<sup>50</sup>.

**(f)** Time course of *Gas41* expression during EB differentiation of V6.5 mESCs. Data were extracted from GDS2671<sup>51</sup>.

**(g)** *Gas41* expression in CCE ESCs and their differentiated EB (Day 10). Data were extracted from GDS4211<sup>52</sup>.

**(h)** *Gas41* expression in H9 human ESCs (hESCs) and their differentiated EB. Data were extracted from GDS5408<sup>53</sup>.

**(i)** *Gas41* expression in dermal fibroblasts (DF) and their induced pluripotent stem (iPS) cells. Data were extracted from GD4451<sup>54</sup>.

**(j)** *Gas41* expression in normal fibroblasts, their iPS cells and H1 hESCs. Data were extracted from GD4400<sup>55</sup>.

**(k)** *Gas41* expression in BJ fibroblasts, their iPS cells and H9 hESCs. Data were extracted from GDS3892<sup>56</sup>.

**(l)** Western blot analysis *Gas41* and H2A.Z expression in control (gCtrl) and *Gas41* KO (g*Gas41*) mESCs.

**(m)** AP staining of control (gCtrl) and *Gas41* KO (g*Gas41*) mESCs. Bar, 200  $\mu$ m.

**(n)** Stacked bar plot showing quantification of AP staining from (c). Error bars represent the SEM from 10 (gCtrl) or 9 (g*Gas41*) randomly selected fields. Statistical analyses are available in Supplementary table S7.

**Figure S2**

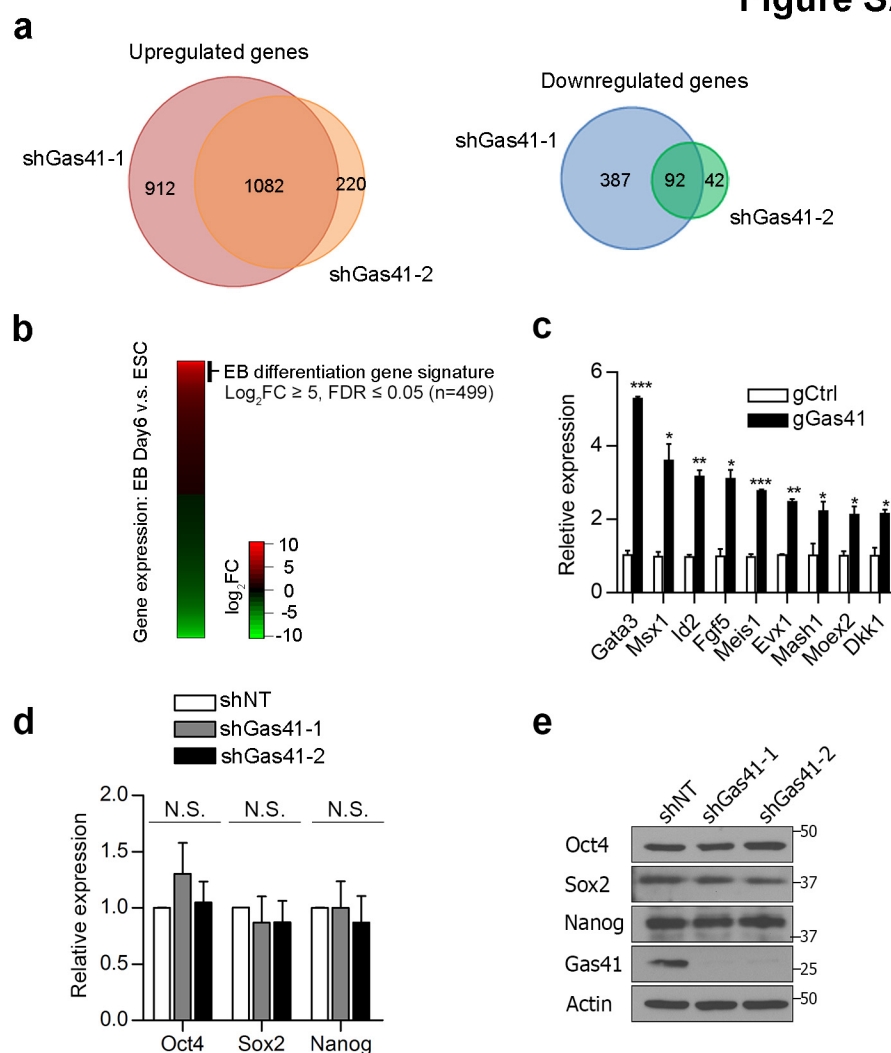

**Supplementary Figure S2 Deletion of Gas41 leads to upregulation of developmental genes.**

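The Venn diagrams count genes called in each KD and in both. Because both KDs were compared with the same shNT libraries, noise in those libraries moves both fold changes together, and the overlap is not a check by independent replicates. If the calls were independent, 51.7 genes would be upregulated with both shRNAs and 3.86 downregulated, over the genes tested in both. The odds ratio of the overlap was 232 for upregulated and 120 for downregulated genes (two-sided Fisher's exact test across genes, p = 1.2e-143 for the downregulated genes). All genes called up with both shRNAs here are in both upregulated lists of Supplementary Table S1.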

(a) Venn diagrams showing overlaps of upregulated genes (log<sub>2</sub>FC ≥ 1 and FDR ≤ 0.05, left panel) or downregulated genes (log<sub>2</sub>FC ≤ -1 and FDR ≤ 0.05, right panel) in two Gas41 KD mESCs (shGas41-1 and shGas41-2) compared with the control cells (shNT).

(b) Heatmap presentation of expression changes of all genes in differentiated embryoid body (EB, day 6) versus undifferentiated mESCs. The top 499 highly upregulated genes (log<sub>2</sub>FC ≥ 5) in EB are defined as the “EB differentiation signature genes”.

(c) RT-PCR analysis of expression of selected differentiation marker genes in control (gCtrl) and Gas41 KO (gGas41) mESCs. Error bars represent the SEM of duplicates. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 (compared with gCtrl, two-tailed unpaired Student’s t-test).

(d) qPCR analysis of mRNA levels of *Oct4*, *Sox2* and *Nanog* in control (shNT) or Gas41 KD (shGas41) mESCs. Error bars represent SEM from n=4 biological independent experiments. N.S., not significant as determined by a Two-tailed unpaired Student’s t-test.

(e) Western blot analysis protein levels of Oct4, Sox and Nanog in mESCs KD with indicated Gas41 shRNA.

**Figure S3**

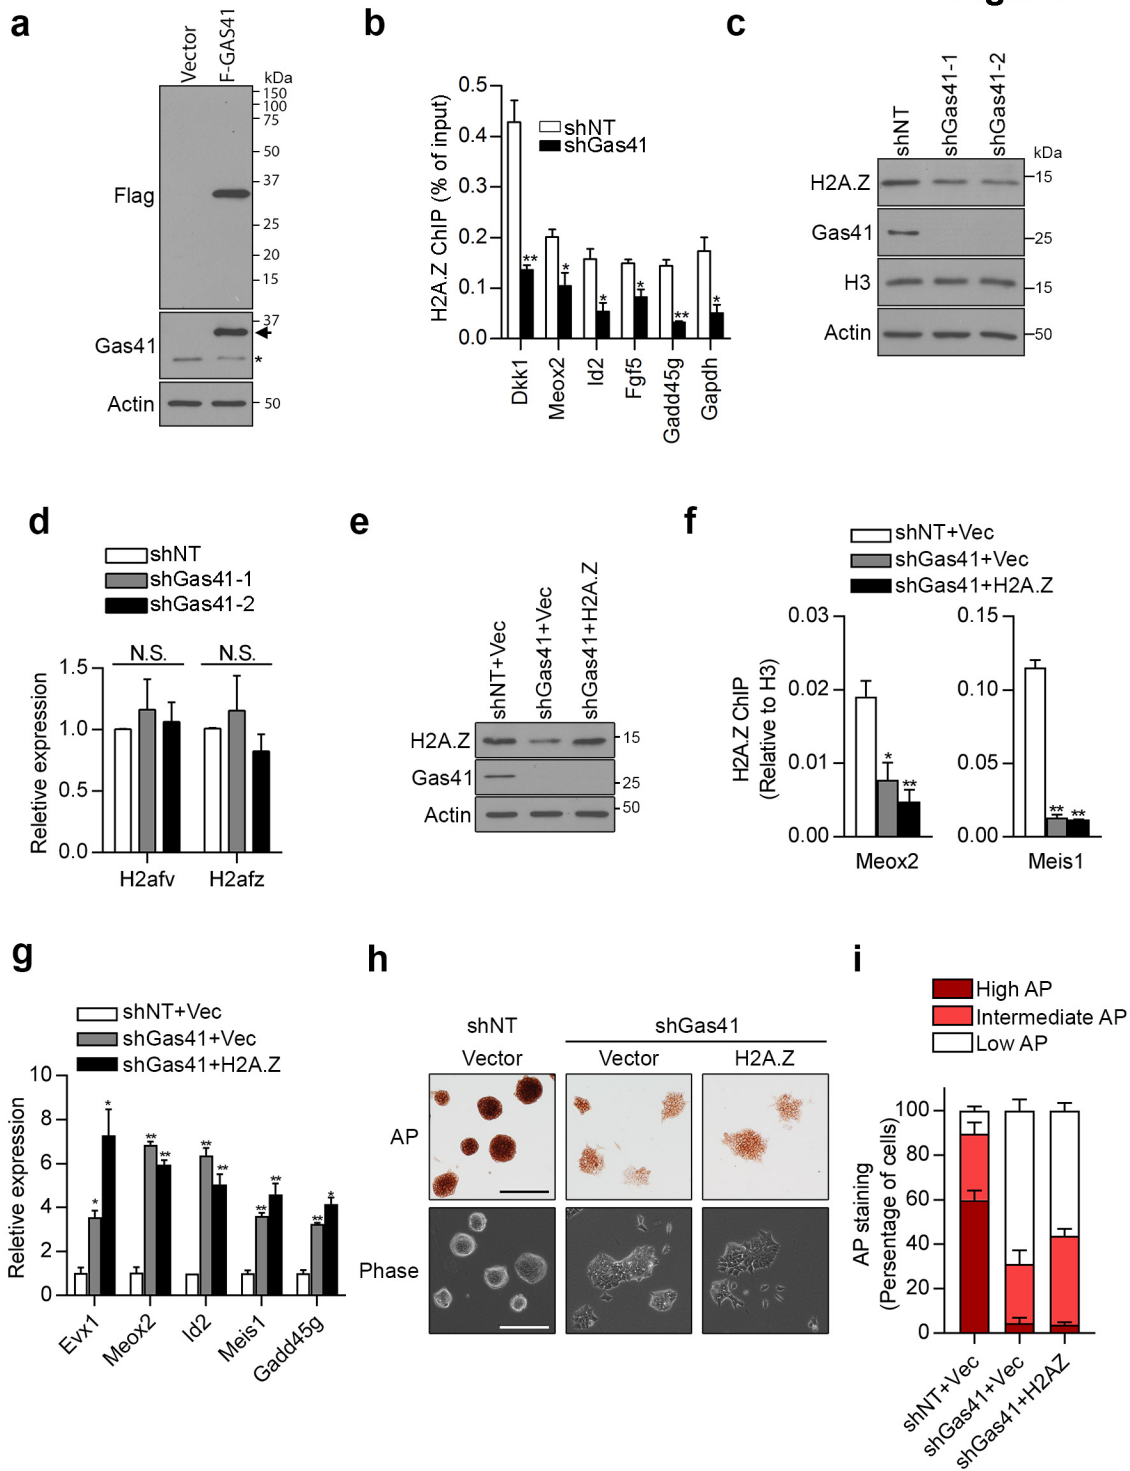

**Supplementary Figure S3 Gas41 KD reduces H2A.Z occupancy globally.**

**(a)** Western blot analysis of the Flag-GAS41 stable cells and control cells with the Flag and Gas41 antibodies. Actin is shown as a loading control. Arrow denotes the Flag-tagged GAS41; asterisk denotes endogenous Gas41.

- (b)** ChIP-qPCR analysis of H2A.Z occupancy in control and Gas41 KD mESCs. Error bars represent the SEM from n=3. \*P<0.05, \*\*P<0.01 (compared to shNT, Two-tailed unpaired Student's t-test).
- (c)** Western blot analysis of H2A.Z levels in control and Gas41 KD mESCs. Histone H3 and  $\beta$ -actin serve as loading controls.
- (d)** RT-PCR analysis of *H2afv* and *H2afz*, which encode histone H2A.Z, in control and Gas41 KD mESCs. Error bars represent the SEM of n=3 biological independent experiments. N.S., not significant (Two-tailed unpaired Student's t-test).
- (e)** Western blot analysis of H2A.Z and Gas41 protein levels in shGAS41-1 expressing mESCs rescued with exogenous H2AFZ.
- (f)** ChIP-qPCR analysis of H2A.Z promoter occupancy of the indicated GAS41-regulated genes in cells in (e). Error bars indicate SEM of n=2 (Meis1) or n=3 (Meox2). \*P< 0.05; \*\*P < 0.01 (Compared to shNT, two-tailed unpaired Student's test).
- (g)** qRT-PCR analysis of indicated Gas41-regulated genes expression in cells in (e). Error bars indicate SEM of n=2. \*P<0.05, \*\*P<0.01 (Compared to shNT, Two-tailed unpaired Student's test).
- (h)** AP staining (upper panel) and phase contrast imaging (lower panel) of cells as in (e). Bar, 200  $\mu$ M.
- (i)** Stacked bar plot showing quantification of AP staining from (g). Error bars represent the SEM from 8 (shNT+Vec and shGas41+H2A.Z) or 7 (shGas41+Vec) randomly selected fields. Statistical analyses are available in Supplementary table S7.

**Figure S4**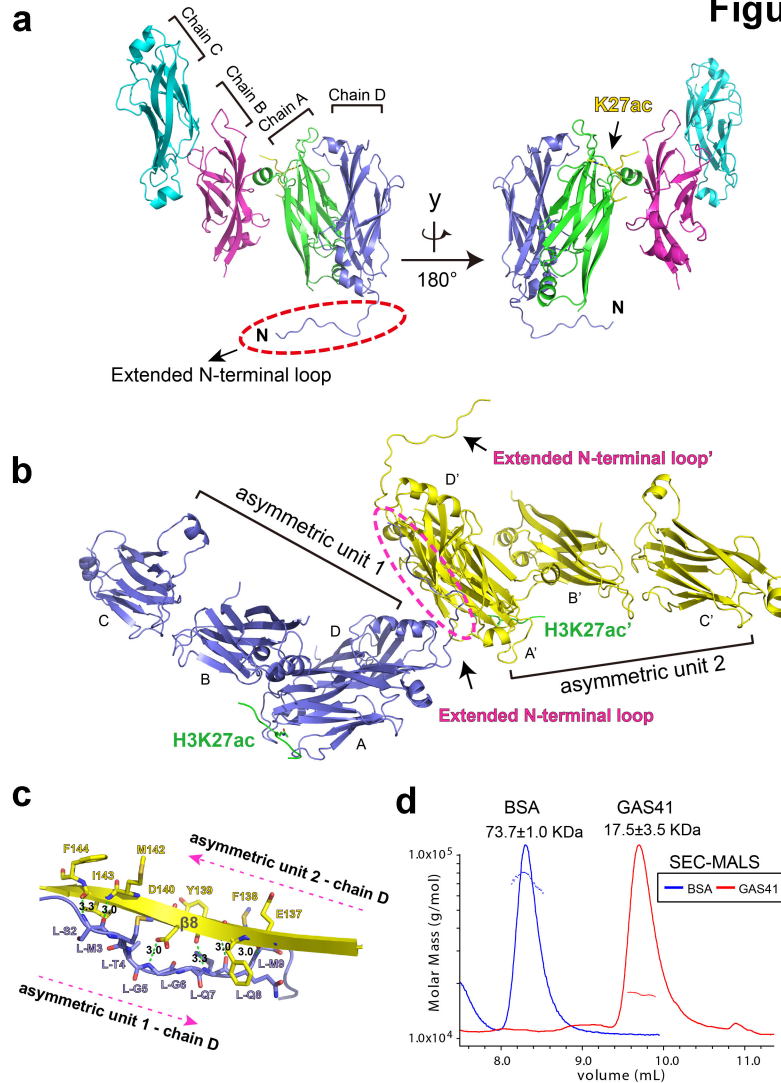

### Supplementary Figure S4 Crystal packing and SEC-MALS analysis of Gas41 YEATS domain.

(a) The four-fold asymmetric crystal packing tetramer of Gas41 YEATS in two different viewing angles. The four molecules in one asymmetric unit are shown as ribbon with different colors. Note that only one Gas41 YEATS molecule (Chain D) has an extended N-terminal loop, and only one Gas41 YEATS molecule (Chain A) has the H3 peptide insertion.

(b) Crystal packing mode of two adjacent Gas41 YEATS asymmetric units. The extended N-terminal loop of chain D in asymmetric unit 1 (shown as a purple ribbon) was antiparallel with the  $\beta 8$  strand of chain D' in asymmetric unit 2 (shown as a yellow ribbon). This ' $\beta$  strand-loop' motif was adopted to mediate crystal packing. The pink dashed circle denotes the interaction surface and with the details depicted in Figure S4c.

(c) The interaction details of the parallel ' $\beta$  strand-loop' formation between two Gas41 YEATS molecules of adjacent asymmetric units.

(d) Size-exclusion chromatography and multiangle light scattering (SEC-MALS) analysis for the Gas41 YEATS domain in solution. Bovine serum albumin (BSA) is shown as a molecular weight standard in SEC-MALS.

**Figure S5**

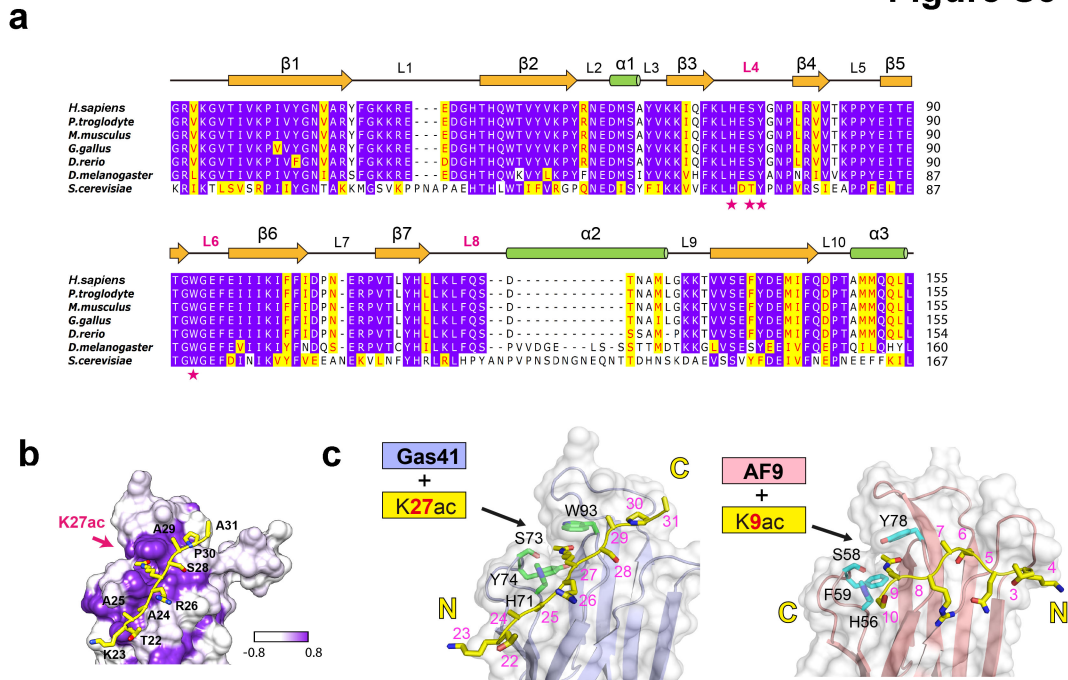

**Supplementary Figure S5 The Gas41 YEATS domain recognizes H3K14ac and H3K27ac.**

(a) Sequence alignment of the YEATS domain of various Gas41 orthologues. Secondary structure elements of human Gas41 are indicated above the alignment. Conserved residues are shaded in purple; residues involved in binding pocket formation are indicated with red stars.

(b) Conservation mapping around the H3-binding surface among Gas41 orthologues listed in (a). White and purple colors indicate low (-0.8) and high (0.8) sequence conservation, respectively. The H3K27ac peptide is shown as a stick model (yellow).

(c) The orientation of the H3 peptide bound to the YEATS domain. Left panel, the YEATS domain of Gas41 bound to the H3K27ac peptide; right panel, the YEATS domain of AF9 bound to the H3K9ac peptide (PDB ID: 4TMP). The Gas41 YEATS and AF9 YEATS surface views are shown (Gas41, purple ribbon with key residues highlighted as a green stick model; AF9, salmon ribbon with key residues highlighted as a cyan stick model), and the H3 peptides are depicted as a yellow stick model.

**Figure S6**

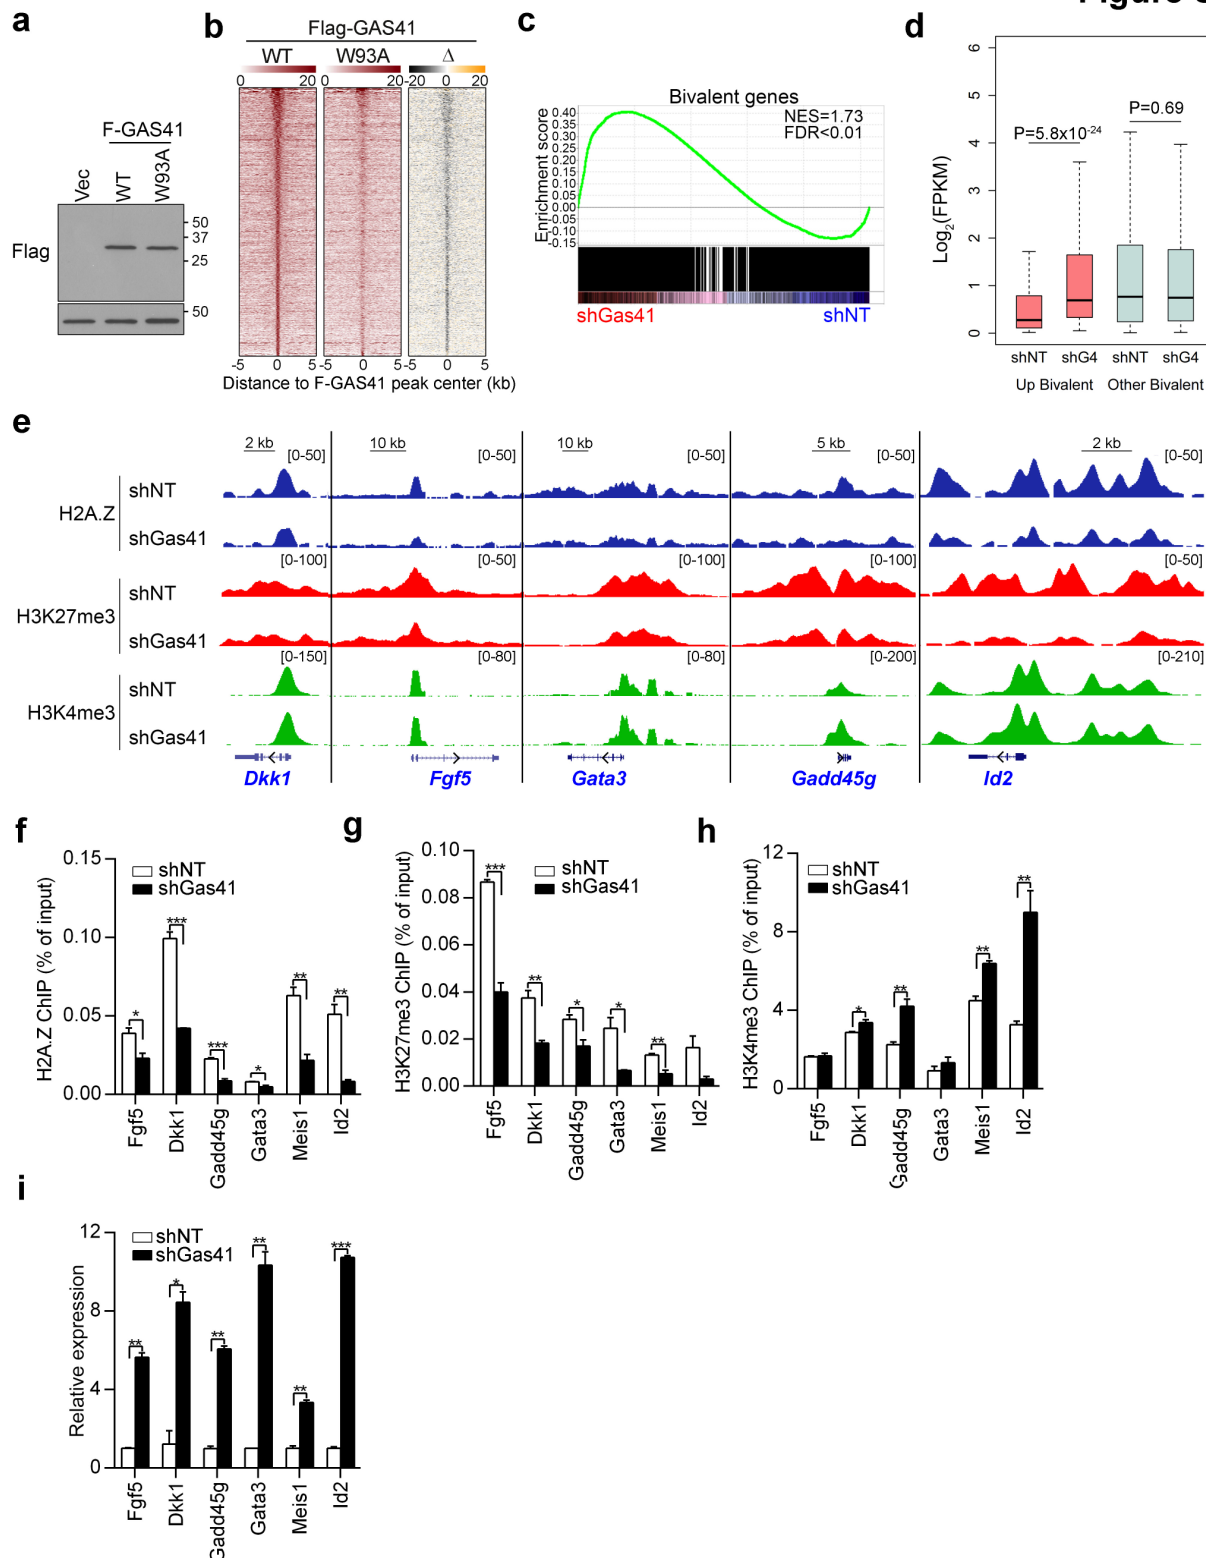

**Supplementary Figure S6 Gas41 KD perturbs the balance of bivalent domains.**

**(a)** Western blot analysis of Flag-GAS41 protein levels in mESCs stably expressing WT GAS41 or W93A mutant.  $\beta$ -actin was used as a loading control

- (b)** Heatmap profiles of WT Flag-GAS41 and W93A mutant occupancies at TSS ( $\pm 5$  kb), and the difference between them ( $\Delta$ , W93A-WT) in mESCs. Gray indicates a reduction in W93A compared to the WT Flag-GAS41.
- (c)** GSEA plot of bivalent genes in shGas41 vs the control (shNT) mESCs.
- (d)** Box plots showing the expression levels of the Up Bivalent and the Other Bivalent genes in control (shNT) and Gas41 KD (shG4) mESCs. The center line represents the median and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles.
- (e)** Genome-browser view of the H2A.Z (blue), H3K27me3 (red) and H3K4me3 (green) ChIP-seq peaks on the indicated Up Bivalent genes.
- (f-h)** ChIP-qPCR analysis of H2A.Z (f), H3K27me3 (g) and H3K4me3 (h) occupancy at promoters of indicated Up bivalent genes in control (shNT) and Gas41 KD (shGas41) mESCs. Error bars represent the SEM of n=3. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 (Two-tailed unpaired Student's t-test).
- (i)** qPCR analysis of mRNA levels of the indicated Up Bivalent genes in control (shNT) and shGas41-1 treated mESCs. Error bars represent the SEM of n=2. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 (Two-tailed unpaired Student's t-test).

**Figure S7**

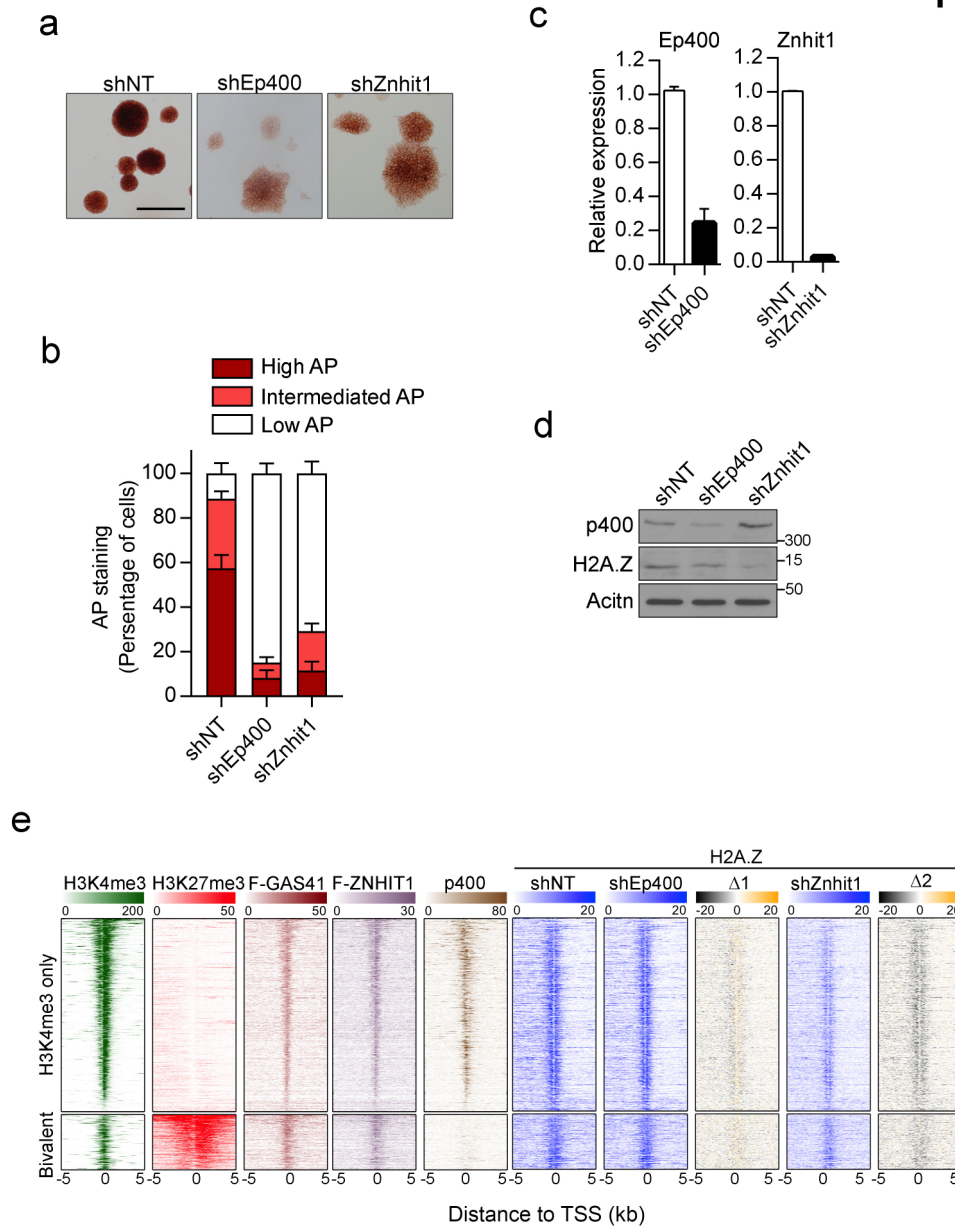

**Supplementary Figure S7 H2A.Z occupancy at bivalent promoters is predominantly modulated by SRCAP complex**

**(a)** AP staining of control (shNT), Ep400 (shEp400) and Znhit1 (shZnhit1) KD mESCs. Bar, 200  $\mu$ M.

**(b)** Stacked bar plot showing quantification of AP staining from (c). Error bars represent the SEM from 5 (shNT), 6 (shEp400) or 7 (shZnhit1) randomly selected fields. Statistical analyses are available in Supplementary table 7.

**(c)** qPCR analysis of the KD efficiency of shEp400 (left panel) and shZnhit1 (right panel). Error bars represent the SEM from n=3 biological independent experiments.

**(d)** Western blot analysis of p400 and H2A.Z expression in control (shNT), Ep400 (shEp400) and Znhit1 (shZnhit1) KD mESCs.  $\beta$ -actin serve as loading controls.

**(e)** Heatmap profiles of H3K4me3, H3K27me3, Flag-GAS41, Flag-ZNHIT1, and p400 (GSM1581300) occupancies at active promoters (upper panel) or bivalent promoters (lower panel) in mESCs. The H2A.Z occupancy in control (shNT), p400 KD (shEp400), Znhit1 KD (shZnhit1) mESCs, and the difference between them ( $\Delta 1$ , shEp400-shNT;  $\Delta 2$ , shZnhit1-shNT) are also shown. Gray indicates a reduction and yellow indicates an increase in the p400 or Znhit1 KD cells compared to the control (shNT) mESCs.

**Supplementary Table S4. Summary of thermodynamic parameters from ITC.**

| <b>GAS41<br/>(15-159)</b> | <b>Peptides</b>          | <b><math>\Delta H</math><br/>(kcal/mol)</b> | <b><math>\Delta S</math><br/>(cal/mol/deg)</b> | <b>Kd<br/>(<math>\mu M</math>)</b> | <b>N</b> |
|---------------------------|--------------------------|---------------------------------------------|------------------------------------------------|------------------------------------|----------|
| Wild Type                 | H3 <sub>1-34</sub> K27ac | -9.8                                        | -11.1                                          | 9.3                                | 1.1      |
| E97A                      | H3 <sub>1-34</sub> K27ac | -8.6                                        | -7.8                                           | 13.9                               | 1.0      |
| E95A                      | H3 <sub>1-34</sub> K27ac | -15.3                                       | -32.6                                          | 65.4                               | 0.8      |
| S73A                      | H3 <sub>1-34</sub> K27ac | -8.3                                        | -11.1                                          | 133                                | 1.0      |
| F96A                      | H3 <sub>1-34</sub> K27ac | -9.9                                        | -18.7                                          | 371                                | 1.0      |
| Y74A                      | H3 <sub>1-34</sub> K27ac | -11.4                                       | -24.8                                          | 641                                | 1.0      |
| H71A                      | H3 <sub>1-34</sub> K27ac | -17.8                                       | -47.8                                          | 877                                | 1.0      |
| G94A                      | H3 <sub>1-34</sub> K27ac | N.D.                                        |                                                |                                    |          |
| W93A                      | H3 <sub>1-34</sub> K27ac | N.D.                                        |                                                |                                    |          |

H3<sub>1-34</sub>K27ac: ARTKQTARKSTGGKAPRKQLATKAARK(ac)SAPATGG

N.D. not detected

## SUPPLEMENTARY REFERENCES

50. Poon, E. *et al.* Transcriptome-guided functional analyses reveal novel biological properties and regulatory hierarchy of human embryonic stem cell-derived ventricular cardiomyocytes crucial for maturation. *PLoS One* **8**, e77784 (2013).
51. Hailesellasse Sene, K. *et al.* Gene function in early mouse embryonic stem cell differentiation. *BMC genomics* **8**, 85 (2007).
52. Ding, X., Lin, Q., Ensenat-Waser, R., Rose-John, S. & Zenke, M. Polycomb group protein Bmi1 promotes hematopoietic cell development from embryonic stem cells. *Stem cells and development* **21**, 121-132 (2012).
53. Kim, J.J. *et al.* Discovery of consensus gene signature and intermodular connectivity defining self-renewal of human embryonic stem cells. *Stem cells* **32**, 1468-1479 (2014).
54. Wang, X.M. *et al.* The gene expression profiles of induced pluripotent stem cells from individuals with childhood cerebral adrenoleukodystrophy are consistent with proposed mechanisms of pathogenesis. *Stem cell research & therapy* **3**, 39 (2012).
55. Liu, G.H. *et al.* Progressive degeneration of human neural stem cells caused by pathogenic LRRK2. *Nature* **491**, 603-607 (2012).
56. Liu, G.H. *et al.* Recapitulation of premature ageing with iPSCs from Hutchinson-Gilford progeria syndrome. *Nature* **472**, 221-225 (2011).

How the deposited data were processed for this re-analysis (not part of the article)

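RNA-seq was deposited for 12 libraries of J1 mESCs, made from cells with a non-targeting control shRNA (shNT, 3 libraries), shGas41-1 (3 libraries), shGas41-2 (2 libraries), and from control cells kept with LIF (EB day 0, 2 libraries) or differentiated as EBs to day 6 (2 libraries). The condition and replicate number of each library were taken from its label. Labels that call the control shCon were read as the paper's shNT, and the columns called ESC in the table of the EB comparison were read as EB day 0, since that comparison names EB day 0 as its control and their counts differ from those of every shNT library. ChIP-seq libraries were not analysed here, and nor were the ESC signature gene set, the GO terms and the list of genes that carry only H3K4me3. The paper's conclusions from RNA-seq that were examined here are the number and direction of the genes changed by both shRNAs, the enrichment of EB differentiation genes, and the changes and basal expression of bivalent genes.

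The authors mapped the reads to mm9 and the mouse transcriptome with TopHat2 and counted them per gene with htseq-count, and the deposited counts are whole numbers without normalization. The deposited log2 fold changes are the authors' own edgeR comparisons of each pair of groups, given to 3 decimals. The deposited p-values and FDR come from the same comparisons by the authors, and the paper's text names no edgeR test, normalization or filter. Among genes with between 1 and 20 counts, even counts were between 1.01 and 1.10 times as frequent as odd ones, as when part of the fragments are counted once for each mate, and the calls were repeated on halved counts.

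All tests were made here on the deposited counts in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over the genes tested in each comparison. Upregulated and downregulated genes had an absolute log2 fold change of 1 or more and an FDR of 0.05 or less, as in the paper, and EB genes a log2 fold change of 5 or more. Each knockdown was compared with the 3 shNT libraries and EB day 6 with EB day 0, which made 3 comparisons, and the 2 shRNAs were compared with each other over 8 libraries. Genes were joined between tables by Ensembl identifier and joined to Supplementary Table S5 by symbol. Enrichment was computed with fgsea 1.28.0 and 10000 permutations of genes, on unfiltered log2 fold changes. Medians of gene lists were set against 10000 random lists drawn from 50 bins of mean expression, or from 20 bins of mean expression with 5 bins of GC content or exon length in each. Basal expression was compared by a permutation test with 100000 resamples. DESeq2 1.42.0 and the camera test of limma 3.58.1 served as alternatives. Every random draw used the seed 1. Gene positions, exon sequence, exon length and GC content came from the GENCODE annotation of the mm9 genome.

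The libraries held between 59224537 and 81524773 counts. On simulated counts with the means, dispersions and library sizes of these libraries and 200 genes changed by known folds, of which 197, 197 and 196 passed the count filter in the 3 comparisons, the quasi-likelihood test found 91.9% of those that passed with shGas41-1, 86.8% with shGas41-2 and 85.2% at EB day 6. False calls made up 3.72%, 7.57% and 1.18% of its calls. They made up between 14.6% and 16.0% of the calls of edgeR's exact test and between 12.2% and 17.2% of those of DESeq2. The simulated changes all exceeded 2-fold, were as likely to be falls as rises, and were called by FDR alone. For such changes in few genes, the groups of 2 and 3 libraries were large enough. The simulation does not give the rates at the 2-fold threshold itself, or where many genes change and most of them rise.

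The tests, thresholds and groups of samples, the alternatives to them and the rule for naming genes were fixed before the data were examined, apart from the alternatives and tests that are marked as chosen later. The alternatives were other FDR and fold change thresholds, no filter on low counts, scaling by library size alone, edgeR's exact test, DESeq2, the test of the fold change threshold itself (glmTreat), the replicate number as a block, each library left out in turn, and the authors' deposited values. For enrichment they were other rankings and gene subsets, and for basal expression other pseudocounts, lists and libraries. Genes named are those whose expression the paper reports on, of which 1 is not reported here, together with the 3 largest rises and the 3 largest falls among the genes called with both shRNAs, apart from genes with Gm or Rik names. The size of a change for this rule was the smaller of the 2 absolute log2 fold changes. The 5 gene lists for 2-cell-like, germline, p53, interferon and pluripotency genes were written before the counts were seen, but after Supplementary Table S1, which lists the changed genes, had been read.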

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

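The enrichment of 2-cell-like genes was seen before the tests below were chosen, and the values of those tests were seen only afterwards. What drew attention to this list is a signal in genes the paper does not discuss. It holds 36 genes expressed in the 2-cell stage embryo and in the small fraction of mESCs that resemble it, such as *Zscan4c*, *Zscan4f*, *Dux* and *Tdpoz4*, and it was drawn up after Supplementary Table S1 had been read, which limits how far the enrichment can count as a test. The 27 genes of the list that the tables hold had an NES of 2.04 with shGas41-1 and 2.00 with shGas41-2 (adjusted p = 6.5e-04 for each from gene permutations, over 5 lists and 2 shRNAs). Their median log2 fold change was 2.71 with shGas41-1 and 2.21 with shGas41-2, and all 27 rose with both shRNAs. Of the 25 tested, 22 were upregulated with shGas41-1 and 6 with shGas41-2. In a direct test, the shRNAs did not differ in any gene at the thresholds used, although 1348 genes had an unadjusted p below 0.05. With the replicate block the NES was 2.13 and 1.87.

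The mean log2 CPM of the 27 genes was 3.86, 3.15 and 3.79 in shGas41-1 1 to 3 and 3.57 and 2.44 in shGas41-2 1 and 2, above that of each shNT library. The shNT libraries themselves lay far apart, at 2.09, 0.13 and −0.39. Genes of such a list are regulated together, so the gene permutations treat one event as 27, and the libraries give the only replicate error.

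Technical explanations were weighed with a test each. Low expression was tested with random lists matched on mean expression, of which none reached the median of the list with either shRNA (permutation p = 0.0001 for each, the smallest that 10000 lists can give). Among the 4 ways of splitting the shNT and shGas41-1 libraries that part every pair of the same replicate number, only the real one gave an NES as large (1 of 4), but with so few splits this share cannot fall below 0.05 whatever the data, so the splits cannot tell the NES apart from a grouping by chance. The other 3 gave between 1.41 and 2.01, and 1 of the 6 splits that part a single pair gave 2.23. Reads shared between paralogs could not be set aside. A median of 62.4% of the exon sequence of these genes, in stretches of 50 bases, occurs in another annotated gene, and up to 98.4% in one of them. Only 2 genes, *Tdpoz4* and *Zfp352*, shared less than 10%. They were named after their values were seen. Both were upregulated with shGas41-1 (100%). With shGas41-2, *Tdpoz4* was upregulated and *Zfp352* was not (log2 fold change 0.81, FDR = 0.264 from edgeR's quasi-likelihood test). So few genes cannot decide. The number of genes that rose cannot be told apart from reads of a few genes counted on their paralogs. The mean library size of the KDs exceeded that of shNT by 0.12 with shGas41-1 and 0.27 with shGas41-2 on the log2 scale, less than these changes, and was scaled for. GC content and gene length were not tested for this list, and a batch of libraries could not be tested since the labels give none.

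A general differentiation of the cells was tested with the EB libraries. At EB day 6 the list fell, with an NES of −2.27 (permutation p = 1.9e-04), and 21 of its 22 tested genes were downregulated. The rise with the shRNAs is therefore not what EB differentiation gives at that day. A larger fraction of 2-cell-like cells after *Gas41* KD may underlie the rise, as a hypothesis that was found and tested on the same data and that cannot be told apart from shared reads.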

How the results depend on the processing

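The tests of causes here were chosen before their results were seen, apart from that of the deposited scaling. For the 27 results that answer a comparison, 238 of 328 values under an alternative kept their direction and their side of the threshold, or stayed within 1.5 times the number of genes. Of the others, 74 moved, 12 passed the threshold, 2 no longer passed it and 2 reversed. For the named genes, 595 of 669 values did not change in this sense, and 33 moved, 14 passed the threshold, 16 no longer passed it and 11 reversed. The 74 include NES from fits left with 1 shGas41-2 library, which have no p-value. Among those NES, that of interferon genes changed sign, from 0.71 to −1.05. The others kept their direction, as for 2-cell-like genes (2.07 and 2.12 against 2.00). Unless a cause is named, the cause was not tested.

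The numbers of genes depended most on the thresholds. At an FDR of 0.01, 697 genes were upregulated and 228 downregulated with shGas41-1, 290 and 38 with shGas41-2, and 263 and 29 with both, and 169 bivalent genes were upregulated and 33 downregulated with shGas41-1. At a fold change of 4 these numbers were 533 and 33, 208 and 6, 164 and 2, and 102 and 5. When the 2-fold change was itself tested (glmTreat), they were 281 and 31, 7 and 1, 7 and 1, and 59 and 5. At a fold change of 1.5, downregulated genes numbered 1118 with shGas41-1, 521 with shGas41-2 and 383 with both, and bivalent ones 124. All 164 genes upregulated with both shRNAs at a fold change of 4 and all 7 of glmTreat were among the 641. For EB day 6, glmTreat left 58 genes, and thresholds of 4 and 6 on the log2 fold change gave 545 and 234. With shGas41-2 in place of shGas41-1, 179 bivalent genes were upregulated and 25 downregulated, and with both shRNAs 149 and 20.

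The test and the scaling mattered most for shGas41-2. The exact test of edgeR called 249 genes downregulated with it, and scaling by library size alone called 246, and 170 with both shRNAs. The authors' deposited values gave 1308 genes upregulated with shGas41-2 and 1088 with both, or 1082 when genes were matched by symbol, an alternative chosen after the data were seen. So was a comparison that left library size out of the fold changes but not out of the p-values, which gave 1307 and 1086. The deposited log2 fold changes of the genes tested with shGas41-2 had a median of 0.18, against −0.01 with TMM scaling. Upregulated genes outnumbered downregulated ones under each of these scalings, from 77.5% of the genes called with both shRNAs by library size alone to 92.2% without scaling. The direct test of shGas41-1 against shGas41-2 called 4 genes without the count filter and 71 with DESeq2. Over the genes past the thresholds with either shRNA, the correlation of the log2 fold changes was 0.94. Halved counts, chosen after the data were seen, left each count of genes within 1.5 times its value.

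With the replicate number as a block, 1019 genes were upregulated and 302 downregulated with shGas41-1, 1122 and 212 with shGas41-2, and 709 and 92 with both, and 545 of the 641 genes upregulated with both were called again. The same block gave 244 bivalent genes upregulated and 49 downregulated, and 353 EB genes. In the direct test of the shRNAs it called 0 genes, with 1159 at an unadjusted p below 0.05. The NES of the block fit was 1.90 and 1.60 for EB genes, 1.06 and 1.12 for bivalent genes and 2.13 and 1.87 for 2-cell-like genes with shGas41-1 and shGas41-2. Deviations of same-numbered libraries from their group means were correlated by −0.08 with shGas41-1, 0.29 with shGas41-2 and 0.05 for EBs.

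Leaving out 1 library at a time moved the counts widely. Across 6 fits with shGas41-1, between 905 and 1510 genes were upregulated and between 290 and 549 downregulated. Across 3 fits with shGas41-2 that left out a shNT library, these were between 397 and 1174 and between 68 and 293. For both shRNAs they were between 352 and 962 and between 51 and 193, and for bivalent genes with shGas41-1 between 228 and 391 and between 42 and 93. The highest numbers with shGas41-2 came without shNT 1. Leaving out a library of shGas41-2, or of either group of the EB comparison, leaves 1 library, so no calls were made.

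Enrichment of EB genes kept its direction and passed 0.05 in each alternative ranking and subset with both shRNAs, and with each library left out where both groups kept 2 libraries. Enrichment of bivalent genes with shGas41-1 did not pass 0.05 as ranked first, and passed it among genes above the median of mean expression (NES 1.87), among genes with other than Gm or Rik names (1.22), with the signed p-value as ranking (1.91), with the deposited fold change (1.07), in camera (p = 0.00144, a competitive test across genes in place of the permutation) and among genes that pass the count filter (1.60), the last chosen after the data were seen. Its NES lay between 0.91 and 1.28 when 1 library was left out, and passed 0.05 without shGas41-1 1, shGas41-1 3 or shNT 3. That of shGas41-2 lay between 0.91 and 1.5 and no longer passed 0.05 without shNT 1 or shNT 2. Germline genes passed 0.05 when ranked by the signed p-value (NES 1.91 with shGas41-1 and 2.11 with shGas41-2) and, with shGas41-2, without Gm and Rik names (1.53). Their NES with a library left out lay between 0.95 and 1.37 and between 1.32 and 1.53. For interferon genes it lay between −0.88 and 1.15 and between −1.05 and 1.23, and for pluripotency genes between −1.27 and 0.70 and between 0.35 and 0.70. For 2-cell-like genes it lay between 1.84 and 2.17 and between 1.83 and 2.12. With shGas41-1, the values of −0.88 and 0.70 reversed the direction and both came without shGas41-1 replicate 3. With shGas41-2, the −1.05 of interferon genes also reversed the direction, and came without shGas41-2 replicate 2, which leaves 1 library. The difference in basal expression kept its direction, from −0.76 to −0.66 with a shNT library left out.

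Among named genes, each reversal concerned a log2 fold change near 0. With shGas41-1, *Pou5f1* was at −0.031 without shNT 3 and −0.086 without shGas41-1 3, which also put *Nanog* at −0.068 and *H2afz* at −0.11. With a library left out, log2 fold changes with shGas41-1 ran from −0.086 to 0.13 for *Pou5f1*, from −0.068 to 0.20 for *Nanog*, from −0.11 to 0.28 for *H2afz*, from −0.25 to 0.012 for *H2afv* (the highest without shGas41-1 2) and from −0.23 to 0.0056 for *Znhit1* (the highest without shGas41-1 1). With shGas41-2, the deposited values were 0.10 for *H2afv* and 0.15 for *Znhit1*. Without shNT 1, *Ep400* was at −0.054 and *Znhit1* at 0.023, and the values of *Znhit1* ran from −0.13 to there and those of *Ep400* from there to 0.18. At EB day 6 the deposited value of *H2afv* was −0.041. The rise of *Fgf5* with shGas41-1 no longer passed an FDR of 0.05 with the block or with any library left out.

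Some alternatives could not change a result. No shNT library was also an EB day 0 library, so none was left out for that reason. Requiring 10 counts in total removed no bivalent gene from the basal comparison. The genes past a log2 fold change of 5 in the deposited EB table are close to those of Supplementary Table S2, so their enrichment shows no stability. Low counts limit the EB signature, of whose genes only 125 passed the count filter with shGas41-1, and make falls hard to see. No test varied the sequencing depth.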

Differences from the paper's values

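No test of a cause is reported here, and the tests chosen after a result was seen are given with the other observations. The paper reports 1082 genes upregulated with both shRNAs, and 641 were found here. Of the alternatives set before the data were examined, an FDR of 0.1 (878 genes), a fold change of 1.5 (826), edgeR's exact test (916), no filter on low counts (757), the authors' deposited values (1088) and leaving out shNT 1 (962) came within 1.5 times the paper's number. DESeq2 (675), the replicate block (709), scaling by library size alone (586), matching by symbol (642), an FDR of 0.01, a fold change of 4, glmTreat and leaving out any other library did not. The deposited values with genes matched by symbol gave exactly 1082 genes. Fold changes without scaling to library size, with p-values that used it, gave 1086. Both were chosen after the values were seen.

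For genes upregulated with shGas41-2, the paper's Supplementary Table S1 lists 1302, and 728 were found here. Within 1.5 times the paper's number were an FDR of 0.1 (1019), a fold change of 1.5 (957), the exact test (1086), no count filter (873), the replicate block (1122), the deposited values (1308) and the fit without shNT 1 (1174), all set before the data were examined. DESeq2 (763), library size alone (669), an FDR of 0.01, a fold change of 4, glmTreat and the fits without shNT 2 or shNT 3 were not. Fold changes without scaling to library size, with p-values that used it, gave 1307, an alternative chosen after the values were seen.

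The log2 fold change of *Yeats4* with shGas41-2 in the paper's Supplementary Table S1 is −2.509, and −2.71 was measured here. The deposited value, which was among the alternatives set before the data were examined, is the same as the paper's. DESeq2's size factors (−2.70), the replicate block (−2.76) and each library left out (from −2.79 to −2.62) did not close the gap.

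The paper's NES of the EB signature is about 2.2 in Fig. 2c, read by eye, and 1.91 was found here with shGas41-1. The alternatives set before the data were examined gave values from 1.75 without shNT 3 to 2.31 with the signed p-value as ranking. That ranking went past the paper's value, the others stayed below it, and none came within the spread between libraries of it. For bivalent genes the paper's NES is about 1.7 in Supplementary Figure S6c, read by eye, and 1.06 was found here with shGas41-1, which was not past 0.05. Ranking by the signed p-value (1.91) and keeping genes above the median of mean expression (1.87) came within the spread between libraries of the paper's value, and both were set before the data were examined. So did ranking only genes that pass the count filter (1.60), which was chosen after the values were seen. The block, the deposited fold change, genes without Gm or Rik names, the list without EB genes and each library left out did not.

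For basal expression, the paper gives P = 1.3e-25 for its own test of Up Bivalent against Other Bivalent genes, and the same kind of test on log2(CPM + 1) gave 6.0e-19. None of the alternatives set before the data were examined reached the paper's value. They ranged from 1.6e-21 with a pseudocount of 0.1 to 0.0437 with shNT 2 alone for basal expression.

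Supplementary Table S1 lists *Cdx2* as upregulated with shGas41-2, and the paper reports by qRT-PCR that *Cdx2*, *Fgf5* and *Msx1* rise with both shRNAs (Fig. 2e). In the counts, *Cdx2* had a log2 fold change of 1.79 with shGas41-2 at an FDR of 0.0681, and passed 0.05 in the deposited values (2.01, FDR = 0.00899), with DESeq2 (FDR = 0.0426), with the block (FDR = 0.00787) and without shNT 1 (FDR = 0.00741). *Fgf5* and *Msx1* had log2 fold changes of 1.31 and 0.83 with shGas41-2 (FDR = 0.252 and 0.219), and passed 0.05 in none of the alternatives.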

Other observations

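The tests on *Ddx3y*, on the scaling of the deposited fold changes and on genes with few counts in the ranking of bivalent genes were chosen only after the result was seen.

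More genes rose than fell with both shRNAs. Falls of genes with few counts are hard to see, but among the genes called with both shRNAs above the median of mean expression 88.4% were rises. Scaling between libraries was tested by centring the fold changes on the median of those genes, after which 87.6% were rises. The FDR values were those of the fit before centring. The medians taken off were only −0.06 and −0.05, and the step assumes that most of those genes do not change, so a scaling error beyond this cannot be set aside. Off-target effects of the control shRNA were tested through its seed. If it repressed its matches, genes with a match would appear to rise when it is replaced. The median of genes with the match lay at the percentile 41.8 among other 7-mers with shGas41-1 and 36.7 with shGas41-2. Low counts do not account for the excess of rises. For the seed of the control shRNA, the medians argue only against a general rise of matched genes. Seed matches among the genes called were not counted. Off-target effects of the KD shRNAs were tested as an explanation of the falls alone. Genes with a seed match would then fall, and their median lay at the percentile 20.3 with shGas41-1 and 37.9 with shGas41-2, neither of them an extreme. Splits of the shNT and shGas41-1 libraries that part every same-numbered pair gave as many rises only in the real one (1 of 4), and as many falls only in the real one (1 of 4). For bivalent genes past the thresholds this held as well, for rises (1 of 4) and for falls (1 of 4). The other 9 of the 10 splits called 0 genes, with between 41 and 1876 genes at an unadjusted p below 0.05, against 6405 in the real one. Splits other than those 4 part 1 pair in place of all 3. Each split other than the real one sets 2 shGas41-1 libraries and 1 shNT library against the rest, so it still holds part of the effect of the KD. Since 4 splits cannot give a share under 0.05, the pattern cannot be told apart from a grouping by chance by this test alone.

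Enrichment of EB genes could reflect their low expression in mESCs. Random lists matched on mean expression did not reach their median with either shRNA (permutation p = 0.0001 for shGas41-1 and 0.0001 for shGas41-2, the smallest that 10000 lists can give). Of the 4 splits that part every pair, 2 gave an NES as large, the real one included. The others gave between 1.23 and 1.95, and splits that part 1 pair between 1.01 and 1.92, with 0 genes called in each of them. With 4 splits the share could not fall under 0.05 whatever the data, and the splits other than the real one hold part of the KD effect, so the enrichment cannot be told apart from a grouping by chance with them.

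The median log2 fold change of bivalent genes with shGas41-1 was tested in the same way. Lists matched on mean expression, on mean expression and GC content, and on mean expression and exon length had medians of 0.13, 0.07 and 0.12, and none reached that of the bivalent genes (permutation p = 0.0001 for each, the smallest they can give). The difference from all genes was as large in 2 of 4 splits, with the others between −0.05 and 0.26, and their NES also in 2 of 4, with the others between −0.64 and 1.74. These shares could not fall under 0.05 either, so the shift of bivalent genes cannot be told apart from a grouping by chance with these splits. The enrichment of bivalent genes in the ranking by log2 fold change did not pass 0.05. When genes with few counts were left out, it passed (permutation p = 0.0001, the smallest they can give). Genes below the count filter had a median log2 fold change of 0.85 with shGas41-1, so they lay mostly toward the top of that ranking. Such genes are a candidate explanation for the weak enrichment in the ranking of all genes.

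Up Bivalent genes had lower basal expression than Other Bivalent genes. The shNT libraries both call genes and give basal expression, which alone would make genes that are low in them by chance seem upregulated. With each shNT library kept out of the calls in turn and used alone, the difference remained negative, and its largest permutation p was 0.0445. The difference was then between −0.42 and −0.21, against −0.63 with the genes called here from all libraries. Fewer genes were called and a single library was used, so how much of that change comes from the shared libraries was not tested apart. Upregulated genes outside the bivalent list started lower as well, with a difference of −2.31 on the same scale. A low start may thus belong to upregulated genes in general and not to bivalent ones in particular.

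A larger number of genes changed with shGas41-1 than with shGas41-2 without the replicate block. With the block more genes were upregulated with shGas41-2 (1122 against 1019), so the order depends on that choice. For shGas41-2 the block also leaves shNT 3 without a partner, so the fold change there rests on replicates 1 and 2. The first shRNA also has 1 library more, and with 1 of its libraries left out no fewer than 947 genes were upregulated, against 728 with shGas41-2 in the fit of all libraries and 1174 without shNT 1. The KD with shGas41-1 was deeper, and the direct difference in *Yeats4* was −0.94 (standard error 0.18, FDR = 0.198 from edgeR's quasi-likelihood test), which did not pass 0.05. Among genes past the thresholds with shGas41-2, the slope of its log2 fold changes on those with shGas41-1 was 0.88, and in the reverse direction, among genes past the thresholds with shGas41-1, it was 1.20. A slope below 1 is in line with a smaller effect of shGas41-2, but the slopes are drawn toward the shRNA by which genes were chosen, and in the direct test no gene differed at the thresholds (1348 had an unadjusted p below 0.05).

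*Ddx3y*, on the Y chromosome, fell with both shRNAs, by log2 fold changes of −1.10 (FDR = 0.00281) and −0.52 (FDR = 0.0291), in edgeR's quasi-likelihood test, and was at −1.02 at EB day 6. It was named after its values were seen. Loss of the Y chromosome in part of the cells would lower its genes alike. With shGas41-1 the genes of the Y chromosome spanned a range of 3.03, with *Uty* at −0.68, *Ube1y1* at −0.36, *Eif2s3y* at −0.08 and *Gm3395* at 1.92. That range is set largely by *Gm3395*. With shGas41-2, *Uty* was at −0.34, *Eif2s3y* at −0.24, *Ube1y1* at −0.11 and *Gm3395* at 2.04, so the genes other than *Gm3395* lay below 0 with both shRNAs. Loss of the chromosome alone would not give the range with shGas41-1. Nor would it lower *Ddx3y* and leave *Eif2s3y* near 0 (FDR = 0.742). With shGas41-2 the genes other than *Gm3395* lay closer together, and no test compared them with each other. No other explanation was tested. Gain or loss of any other whole chromosome was looked for in the same way. The largest deviation of a chromosome's median in 1 direction in every library was −0.079 with shGas41-1 and −0.044 with shGas41-2.

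The deposited log2 fold changes had medians above 0 with both shRNAs. Fold changes computed without scaling to library size lay a median of no more than 0.000395 from them. Library size thus does not appear to have entered the deposited fold changes. The deposited p-values differed by 0.00021 on the log10 scale, with each shRNA, from those of edgeR's exact test with the library sizes. Library size thus appears to have entered the deposited p-values.

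Some values of named genes belong to qRT-PCR results whose samples were not analysed here. RNA of the core pluripotent factors changed little with the shRNAs, with log2 fold changes of 0.05 and 0.15 for *Pou5f1* (*Oct4*), −0.28 and −0.22 for *Sox2*, and 0.09 and 0.23 for *Nanog* with shGas41-1 and shGas41-2, where no FDR was below 0.05. *H2afz*, of whose exon sequence 41.1% in stretches of 50 bases also occurs in another annotated gene, was at 0.14 and 0.19, and *H2afv* at −0.09 and −0.10, with signs that depended on the scaling or the libraries for *Pou5f1*, *Nanog*, *H2afz* and *H2afv*. Among differentiation genes, the log2 fold changes were 4.30 and 3.26 for *Gata3*, 3.26 and 1.99 for *Id2*, 3.71 and 2.17 for *Gadd45g*, 2.73 and 2.85 for *Evx1*, 3.39 and 2.93 for *Meox2*, 1.97 and 1.90 for *Dkk1* and 2.00 and 1.48 for *Meis1*, of whose exon sequence 11.7% occurs elsewhere. For these 7 genes each FDR was below 0.05. With shGas41-1, *Cdx2* was at 2.50, *Fgf5* at 2.08 and *Msx1* at 1.99, and *T* was at 0.75 and 0.50 with FDR of 0.151 and 0.507.

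At EB day 6, *Yeats4* was measured at 42.2 and 44.6 CPM at day 0 and 47.1 and 52.1 CPM at day 6, a log2 fold change of 0.19 (standard error 0.09, FDR = 0.105 from edgeR's quasi-likelihood test). In the paper's RT-PCR of EBs (Fig. 1b), in samples not analysed here, its level fell. The paper's text gives no days for that fall, so it was not compared with day 6. *Sox2* fell by 1.93, *Nanog* by 1.22 and *Pou5f1* by 0.34 on the log2 scale. Among subunits of the Tip60/p400 and SRCAP complexes, the largest falls were those of *Ing3* (−0.87), *Znhit1* (−0.75, with 23.9% of its exon sequence shared), *Actr6* (−0.57), *Ruvbl2* (−0.45) and *Dmap1* (−0.44), while *Vps72* rose (0.27) and *Morf4l2* rose (0.23). Both rises lost their FDR below 0.05 in the deposited values.

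Of the other gene lists, germline genes had an adjusted p of 0.627 with shGas41-1 and 0.08 with shGas41-2 from gene permutations, with NES of 1.13 and 1.48. The p53, interferon and pluripotency lists were not enriched with either shRNA, with NES between −1.17 and 0.85 and adjusted p of 0.56 or more. With shGas41-1, 2 genes of the pluripotency list were upregulated and 3 downregulated, so its NES does not show unchanged genes. The log2 fold changes were 2.17 for *Dnmt3l*, 2.90 for *Dppa3*, −1.55 for *Tfcp2l1*, −1.13 for *Klf4* and −1.04 for *Esrrb*. These genes were named after their values were seen. With shGas41-2, 1 gene was upregulated and 0 downregulated.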
